# Activation of transcription factor circuity in 2i-induced ground state pluripotency is independent of repressive global epigenetic landscapes

**DOI:** 10.1093/nar/gkaa529

**Published:** 2020-06-25

**Authors:** Ruchi Shukla, Heidi K Mjoseng, John P Thomson, Simon Kling, Duncan Sproul, Donncha S Dunican, Bernard Ramsahoye, Tuempong Wongtawan, Fridolin Treindl, Markus F Templin, Ian R Adams, Sari Pennings, Richard R Meehan

## Abstract

Mouse embryonic stem cells (mESCs) cultured with MEK/ERK and GSK3β (2i) inhibitors transition to ground state pluripotency. Gene expression changes, redistribution of histone H3K27me3 profiles and global DNA hypomethylation are hallmarks of 2i exposure, but it is unclear whether epigenetic alterations are required to achieve and maintain ground state or occur as an outcome of 2i signal induced changes. Here we show that ESCs with three epitypes, WT, constitutively methylated, or hypomethylated, all undergo comparable morphological, protein expression and transcriptome changes independently of global alterations of DNA methylation levels or changes in H3K27me3 profiles. *Dazl* and *Fkbp6* expression are induced by 2i in all three epitypes, despite exhibiting hypermethylated promoters in constitutively methylated ESCs. We identify a number of activated gene promoters that undergo 2i dependent loss of H3K27me3 in all three epitypes, however genetic and pharmaceutical inhibition experiments show that H3K27me3 is not required for their silencing in non-2i conditions. By separating and defining their contributions, our data suggest that repressive epigenetic systems play minor roles in mESC self-renewal and naïve ground state establishment by core sets of dominant pluripotency associated transcription factor networks, which operate independently from these epigenetic processes.

## INTRODUCTION

Mouse embryonic stem cells (mESCs) can be derived from the inner cell mass (ICM) of blastocysts following their *in vitro* culture (1,2). Culture medium developed for mESCs contains leukemia inhibitory factor (LIF) in the presence of serum or bone morphogenetic protein 4, which induces phosphorylation and activation of downstream transcription factors Stat3 and Smad1 (3,4). Cultured mESCs have considerable self-renewing capacity via expression of pluripotency genes that maintain their identity; they can contribute to germline chimeras and can differentiate into all three primary germ layers *in vitro* (5). Pluripotency in mESCs depends upon the coordinated action of a gene regulatory network assembled from transcription factors (e.g. Oct4, Sox2, Nanog: the OSN network), which is subject to modulation by multiple signalling pathways in response to environmental cues that support self-renewal or initiate differentiation (6,7). Under serum/LIF (serum) culturing conditions, a fine balance between renewal and pro-differentiation signals results in populations of mESCs that are heterogeneous and metastable, exhibiting a dynamic equilibrium in expression states for several pluripotency factors (8). Importantly, during the process of derivation of mESCs from pre-implantation stage embryos the cells adopt mature heterochromatin and DNA/histone modifications that deviate from their *in vivo* ICM counterparts (9). Overall, the cellular and chromatin identity of mESCs in serum cultures partly resembles that of ICM cells, epiblast cells and germ cells (10,11).

Culturing mESCS in 2i/LIF conditions containing inhibitors of MEK/ERK and GSK3β leads to a more homogeneous population, which more closely resemble ICM cells in terms of gene expression and epigenetic signatures, termed the naïve ground state (11). Transfer of mESCs from serum to 2i conditions consolidates developmental naïvety by endowing these cells with additional pluripotency features (12). These include enhanced *Nanog* and *Klf2* expression and epigenetic changes, such as global DNA hypomethylation and redistribution of H3K27me3 (a repressive histone modification mark) from bivalent CpG island promoters (13). It has been proposed that 2i conversion of mESCs represents a remodelling of the epigenome in concert with a reconfiguration of the gene regulatory network, which enables unbiased developmental plasticity (14).

Although DNA methylation is essential for the maturation of an embryo, it is striking that globally hypomethylated mESCs lacking de novo and maintenance cytosine methyltransferases cultured in serum grow robustly and self-renew (15–17). TKO (*Dnmt3a^−^^/^^−^*, *Dnmt3b^−^^/^^−^*; *Dnmt1^−^^/^*^−^) cells express typical markers of pluripotency (*Oct4*, *Rex1*, *Fgf4* and *Nanog*) to the same extent as their wild-type (WT) J1 counterparts, strongly suggesting that DNA methylation is dispensable for mESC maintenance. Lack of DNA methylation restricts the capacity of these cells to differentiate into early embryonic stages but is permissive for extraembryonic lineages *in vivo* (18). Transcriptional repression associated with DNA methylation is essential for maintaining somatic cell fates and identity (18,19). In serum cultures, different pluripotent states defined by high-low expression states of *Stella*, *Nanog* and *Rex1*, respectively, are correlated with the relative global methylation status of mESCs. This suggests a potential role for DNA methylation in the generation and maintenance of variability in stem cell populations (8,13,20). However, the direct contribution of DNA hypomethylation in driving mESCs to a naïve gene expression pattern is still unclear. In addition, the subsequent global redistribution of repressive H3K27me3 marks observed in hypomethylated 2i mESCs may be causally required to stabilize and maintain the ground state, or it may be an indirect consequence of decreased DNA methylation levels (13).

To explore the potential contributions of DNA methylation in relation to mESC identity and stability in serum and 2i cultures, we compared the response of WT mESCs with either constitutively hypomethylated or constitutively methylated mESCs. We observed a similar response in cell morphology, attainment of uniform expression of pluripotency genes (*Nanog* and *Esrrb*) and deep silencing of differentiation genes. We identified a set of core transcriptional changes that occur in the transition to 2i in all three epitypes, suggesting that these changes affect signalling regulated genes and occur independently of DNA methylation state in mESCs. In addition, we identified a subset of CpG island genes that undergo signal-induced transcriptional changes that coincide with a depletion of H3K27me3 in all three cell types under 2i conditions, however, H3K27me3 is not required for their silencing in serum cultured mESCs. Our data suggest that altered patterns of DNA methylation and H3K27me3 do not define naive state identity, which is primarily dictated by transcriptional and signalling networks. Instead these epigenetic transitions may be part of dynamic chromatin state changes prior to differentiation, when epigenetic regulatory mechanisms have a role in defining gene expression states (21). This general conclusion is in broad agreement with recent work that studied the impact of PRC2 function in the transition of mESCs to a 2i ground state, in which loss of Eed (a PRC2 component) to prevent H3K27me3 deposition had a minimal effect on the 2i transcriptome, implying that it is largely dispensable for establishment of the ground state (22,23). This chimes with our recent work showing that although DNA methylation has a role in shaping major aspects of PRC directed 3D genome organization in mESCs, this also does not contribute to maintenance of the 2i ground state (24).

## MATERIALS AND METHODS

### Cell culture

All cell lines used were generated from male WT J1 mESCs that were originally derived from the 129S4/SvJae strain, except *Dnmt1^tet/tet^* cells, derived from R1 mESCs. mESCs were cultured in serum conditions as previously described (24,25), except ESGRO LIF (Millipore) was used at 500 U/ml for all lines apart from *Dnmt1^tet/tet^*mESCs which were cultured at 1000 U/ml. WT J1 mESCs were grown on Mitomycin C inactivated SNLP feeder cells in serum cultures, all other cell lines were grown feeder free on 0.2% gelatin-coated flasks. 2i culturing conditions were as previously described (24,25); inhibitors were used at 1 μM PD0325901 (MEK inhibitor, Stemgent) and 3 μM CHIR99021 (GSK3 inhibitor, Stemgent) and ESGRO LIF was used at 1000 U/ml. Doxycycline-inducible Prdm14 overexpressing TKO cells were established by transfecting PB-TET-FlagPrdm14-IRES-Neo, PB-CArtTA Adv, pCAG-Pbase and pGG131 (pCAG-DsRed-IRES-Hygro) (26) into TKO cells using Fugene 6 HD (Promega) followed by sorting red cells using a BD FACSAria flow cytometer; single cell clones were expanded and characterised. KOVI-3l and 3B3l mESCs were generated as described in McLaughlin *et al.*^24^. *Dnmt1^tet/tet^* doxycycline regulateable mESCs were a gift from R. Chaillet lab, for derivation procedure see Borowczyk *et al.* (27). *Dnmt1^tet/tet^* doxycycline regulateable mESCs were treated with 10μM EPZ6438 (EZH2 inhibitor) for 9 days.

### siRNA knockdown

RNAiMAX (ThermoFisher) was used to transfect 2 × 10^5 mESCs/6 well and 1 × 10^5^ mESCs per 12-well (on coverslips coated with 0.2% gelatin) with 50 nM siRNA Tet1 plus 50 nM siRNA Tet2 or 100 nM scrambled siRNA (see Supplementary information, Table S1 for sequences). mESCs were cultured post transfection in either serum for 72 or 48 h in serum followed by 24 h in 2i; medium was changed every day.

### Embryoid body differentiation

mESCs were detached with trypsin and spun down prior to resuspension in mESC basal medium with 20% FCS and plating as 200 cells/20 μl as hanging drop cultures. After 2 days cells aggregated and EBs were cultured in suspension in mESC basal medium for 3 days prior to 3–6 days of adherent culture on 0.2% gelatin on glass coverslips. Patches of cardiomyocytes were recorded, and EBs were fixed with 4% PFA for 15 min and stored at 4°C covered in PBS prior to staining.

### Differentiation to epiblast stem cells

6 × 10^4^ mESCs/six-well were seeded in standard serum conditions on human fibronectin (Millipore, FC010) for 24 h and subsequently cultured in EpiSC culture medium supplemented with N2 (Gibco, 17502048) and B27 (Gibco, 17504044) consisting of a 1:1 mixture of DMEM F-12 (Thermo Fisher, 21331020) and Neurobasal medium (Thermo Fisher, 21103049), 0.1 mM non-essential amino acids (SIGMA), 2 mM l-glutamine, 0.1 mM beta mercaptoethanol (Thermo Fisher), Activin A (Peprotech, 120-14E) at 20 ng/ml and FGF2 (R&D systems, 3139-FB) at 10 ng/ml. Cells were passaged every 3–5 days with accutase (Gibco, A1110501) and reseeded as clusters of cells at 4 × 10^4^ cells/six-well, which resulted in a stable Epiblast stem cell line after several passages.

### RT-qPCR

Total RNA was extracted using an RNeasy kit (Qiagen), following manufacturer's protocol and using Qiashredder columns (Qiagen) to homogenize the samples and RNase free DNase kit (Qiagen) to perform DNA digestion. 1 μg RNA was converted to cDNA using random primers (Promega) and Superscript III (Thermo Fisher) following manufacturer's protocol. qPCR reactions with gene specific primers (see Supplementary Table S1) were carried out using SYBR green (Roche or Thermo Fisher) on a Lightcycler 480 System II (Roche). TBP was used for normalisation; relative quantification was done by the 2^-dCt^ method. Three biological replicates were used for statistics and standard deviation was calculated to generate error bars following MIQE guidelines (Supplementary Table S3).

### Western blotting

Protein was extracted using RIPA buffer (Thermo Fisher) supplemented with protease inhibitor cocktail (Roche) followed by boiling in 1× LDS sample buffer and 1× reducing reagent (both Thermo Fisher) for 5 min at 95°C. 30, 15 or 7.5 μg of protein was loaded per sample and run in 4–12% Bis–Tris gels (Thermo Fisher) in 1× MOPS or MES buffer (Thermo Fisher). Dry blotting was performed using an iBlot™ device (Thermo Fisher) and PVDF iBlot™ gel transfer stacks. Membranes were blocked in 0.1% Tween-20 in PBS with 1:10 dilution of western blocking reagent (Thermo Fisher) for a minimum of 45 min at room temperature followed by primary antibody incubation at 4°C overnight and secondary antibody incubation for 1 h at room temperature (for antibodies and dilutions see; supplementary information, Table S2). HRP stained western blots were developed using SuperSignal West Pico Chemiluminescent substrate (Thermo Scientific) and imaged using an ImageQuant LAS 4000 (GE Healthcare). Near infrared stained blots were imaged on an Odyssey Fc system (LI-COR, Nebraska, USA).

### Immunocytochemistry

mESCs on glass coverslips coated with gelatin were stained using standard immunocytochemistry protocols. Briefly, mESCs were fixed with 4% PFA, 10 min and incubated overnight with primary antibodies (see; supplementary information, Table S2) at 4°C, followed by incubation with appropriate Alexafluor-conjugated secondary antibodies (Thermo Fisher) at room temperature for 1 h. Nuclei were labelled using DAPI (4′,6-diamidino-2-phenylindole). Imaging was done using a Zeiss Axioscope 2 microscope with Zeiss optics or a Nikon A1 Confocal system with Zeiss optics. Embryos were stained following procedure previously described (9). Briefly, blastocyst stage embryos were fixed in 4% PFA overnight at 4°C followed by permeabilization in 0.2% Triton X-100 (Sigma-Aldrich) in PBS for 30 min and two washes with PBS-0.01% Tween (Sigma-Aldrich; PBST) prior to blocking with 5% donkey serum (Sigma-Aldrich) in PBST for 2 h at room temperature. Primary antibodies (see; supplementary information, Table S2) were incubated overnight at 4°C in 1% donkey serum in PBS, followed by three washes in PBST. Secondary antibodies conjugated to either FITC or TRITC (Jackson Laboratories) were used at 1:200 for 1 h at room temperature, followed by washes. Samples were counterstained with DAPI in Vectashield mounting medium (Vectashield). Images were captured with a Zeiss laser confocal microscope (LSM510 Meta) and LSM software.

### Alkaline phosphatase staining

Alkaline phosphatase staining was performed using Alkaline phosphatase staining kit II (Stemgent) according to manufacturer's instructions and imaged using a Nikon Eclipse Ti-S microscope.

### Methylation analysis

Genomic DNA was extracted using DNeasy Blood and Tissue kit (Qiagen) following manufacturer's protocol or standard phenol chloroform precipitation and eluted in water. DNA was treated with RNase A/T1 Cocktail (Ambion) overnight at 37°C followed by ethanol precipitation. Quantitation of 5mC in genomic DNA was done by isocratic high performance reverse phase liquid chromatography (HPLC) as previously described (28) with the following alterations. A Dionex UM 3000 HPLC system was used complete with a column chiller, C18 column (250 mm × 4.6 mm 5 μM APEX ODS, Grace Discovery Sciences), and column guard (Phomenex). The mobile phase was 50 mM ammomium phosphate (monobasic) pH4.1. The column was chilled to 8°C to improve peak separation. Deoxyribonucleotides (dNMPs) were detected at their extinction maxima using a Dionex 3000 multiple wavelength detector: dCMP, 276 nm; 5mdCMP, 282 nm. Quantifications were calculated from the area under each peak using the respective extinction coefficients (dCMP, 8.86 × 10^3^; 5mdCMP 9.0 × 10^3^).

### Bisulfite sequencing

Bisulfite sequencing was carried out as described (29). For details of primers utilised see; Supplementary information, Table S1. Bisulfite conversion of DNA was performed using the EZ-DNA methylation gold kit (ZymoResearch), products were cloned into pGEM-T Easy (Promega) and minimum 24 clones were picked per condition for plasmid preparation followed by sequencing using BigDye, version 3.1 chemistry (Thermo Fisher). Bisulfite sequencing DNA methylation analysis (BISMA) was used to calculate percent methylation in bisulfite sequencing reads.

### Agilent expression array and data analysis

Total RNA was isolated using RNeasy kit (Qiagen) and Cy3 labelled aRNA was prepared using an Amino Allyl MessageAmp II aRNA kit (Ambion). Samples were hybridised to SurePrint G3 mouse GE 8 × 60k microarrays (Agilent) and scanned using NimbleGen MS200 (Roche). Results were analysed with custom-written scripts implemented in R (http://www.R-project.org). Differential expression was calculated using the Bioconductor package linear models for microarray data (limma v3.20.8). *P*-values were corrected for multiple testing using the Benjamini–Hochberg test and probes with *P* < 0.05 were deemed significant.

### meDIP

meDIP was carried out as described (30). In short, 20 μg of genomic DNA was diluted in TE to 400 ul and sonicated using a Covaris plus sonicator to 150–700 bp range with a mean of 300 bp. 6 μg of fragmented DNA was diluted to 450 μl in TE and denatured by incubation in a thermoshaker for 10 min at 99°C. 10% of the sample was taken at this stage as an input fraction and stored at 4°C. Samples were incubated with 15 μl of 5mC antibody (Eurogentec) overnight at 4°C. M280 Dynabeads were used for immunoprecipitation. DNA was purified using a PCR clean up kit (Qiagen) and samples were eluted into 20 μl; 10 μl was subjected to whole genome amplification using a SEQXE WGA kit (SIGMA) per manufacturer's instructions, except no SYBR green was added at the amplification step and samples were amplified for a total of 18 cycles at which point the volume required to get 2.1 μg of the lowest sample was the volume used from each sample for further primer removal and clean up using a PCR clean up kit (Qiagen). We performed proton sequencing on libraries made from 100 ng of DNA per sample, using the Ion XpressPlus Fragment Library Kit (Thermo Fisher). DNA was end repaired, purified, ligated to Ion-compatible barcoded adapters (Ion Xpress™ Barcode Adapters 1–96, Thermo Fisher), followed by nick-repair to complete the linkage between adapters and DNA inserts. The adapter-ligated library was then amplified (10 cycles) and size-selected using two rounds of AMPure XP bead (Beckman Coulter) capture to obtain fragments of ∼100–250 bp. Samples were then pooled at a 1:1 ratio and sequenced on an Ion Proton P1 microwell chip (Thermo Fisher).

### RNA sequencing

Total RNA was extracted from mESCs using an RNeasy kit (Qiagen). RNA was analysed using a bioanalyser and confirmed to be above RIN 9. Samples were treated with DNase (Ambion), and sample integrity verified on the Agilent Bioanalyser with the RNA Nano-chip. Illumina Tru-seq paired end strand specific sequencing (Illumina, USA) was carried out on a NextSeq-550 sequencer (Edinburgh Wellcome trust Clinical Research Facility, Western General Hospital, Edinburgh, UK). 500 ng of Total RNA underwent ribosomal RNA depletion prior to purification (EPZ6438 treated *Dnmt1*^tet/tet^ mESCs) or PolyA-selection (J1, TKO and 3B3l mESCs), fragmentation, random hexamer cDNA generation and purification with AMPure XP beads (Beckman-Coulter, USA). Multiple indexing adapters were ligated to ds cDNA with subsequent hybridisation onto flow cells, and DNA fragment enrichment by 15 cycle PCR for sequencing. Completed libraries were quantified by qPCR using the KAPA Illumina Library Quantification Kit (Illumina, USA) before multiplexing in two equimolar pools and running on two flow cells on the Illumina NextSeq 550. Resulting FastQ files were mapped to the reference genome (mm10) using the Tophat alignment tool (V2) on Illumina Basespace software and reads per kilobase per million (RPKM) scores calculated for each gene. Differential gene expression was carried out using DEseq with cut offs of log_2_ fold change >2 and adjusted *P*-values <0.05 within replicates applied.

### H3K27me3 ChIP-seq

ChIP was performed exactly as described (24). Sequencing libraries and Ion proton sequencing was carried out as described for MeDIP-seq above. For details of antibodies see; Supplementary information, Table S2.

### High content western blotting – DigiWest

DigiWest was performed essentially as described in Treindl *et al.* (31). Briefly; cell pellets were lysed in RIPA Buffer containing protease Inhibitor Mix M (Serva), PhosSTOP (Roche Applied Science) and PMSF (Thermo Scientific), incubated for 30 min on ice and protein was quantified using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Samples were stored at −80°C until further use. The NuPAGE SDS-PAGE gel system (Thermo Fisher) was used for protein separation and blotting; 8 μl protein per sample was separated using 4–12% Bis–Tris gels and transferred onto PVDF membranes (Millipore). For high content western analysis, the DigiWest procedure and data analysis was performed as described in Treindl *et al.* (31). In brief; data generated by a Luminex instrument were analysed using a dedicated analysis tool. To compare different samples, obtained values were normalized to β-actin; log_2_ transformed and analysed in MEV 4.9.0 software. Two factor ANOVA was performed in which factor 1 was defined as 2i treatment and factor two as cell type (J1 versus TKO versus 3B3l). *P*-value based on 1000 permutations was set to 0.005 and hierarchical clustering based on Euclidean Distance was performed. Significant results were plotted in a heatmap. DigiWest data are composed of 96 individual measurements derived from 96 molecular weight fractions per sample and all values obtained for a given antibody were used to create images that mimic a Western blot image. Background subtracted Luminex data were scaled to values from 0 and 1 where the highest measured signal intensity was set to 1. Scaled data were loaded into the MEV 4.9.0 software package, and a graph was generated by applying a greyscale colour scheme; 0 (white) to 1 (black). Heatmaps were saved as images and transferred to Photoshop wherein a Gaussian diffusion was applied with a radius of half the element height. DigiWest Luminexreads can be found in; supplementary information, Dataset 2.

### Bioinformatic processing and analysis of meDIP-Seq and H3K27me3 ChIP-seq datasets

#### Mapping and data normalization

Analysis was done as described previously (30). In short, reads were mapped to reference genome using Torrent TMAP software. Data was binned into 200 bp windows across the genome and normalized first by total read count and then sequencing noise removed by subtracting the matched input sequence (sheared non-immunoprecipitated DNA).

#### Peak finding and mapping

Windows of enrichment were defined as any 200 bp window where the signal was enriched over background input noise. Peaks of 5mC and H3K27me3 were called based on threshold levels from J1-serum cells. We defined peaks as regions where at least 2 windows (each 200 bp) in a three-window region (600 bp) were above the 95th percentile of 5mC scores from the J1-serum dataset. These peaks were mapped to one of six unique genomic compartments (promoter core: TSS ±100 bp, promoter proximal: TSS + 1 kb, promoter distal: TSS + 1 kb to + 2 kb, exonic, intronic or inter-genic: not associated with any of the above) as defined from Refgene annotations.

#### Sliding window analysis of 5mC states over regions of interest

Average patterns of DNA modifications and histone tail marks were plotted across a series of genomic features (promoters ±2 kb, gene bodies ±25% total gene length, Oct4/Sox2/Nanog binding sites ±100% element length) using a sliding window based approach. This calculates average levels of each modification across a certain step size relative to coordinates of choice and average patterns across these features are then plotted. Oct4/Sox2/Nanog binding sites were taken as defined in Galonska *et al.* (22).

### Retrotransposon analysis

J1, TKO and 3B3l mESC RNA-seq was processed as described (24). For retrotransposon analysis, adaptors were removed from RNA-seq reads using TrimGalore! 0.4.1 (paired end, illumina, stringency 3), and aligned to the mm9 mouse genome using TopHat 2.1.0 (very sensitive, inner distance 23 ± 56, no coverage search, max multihits 1). Read co-ordinates were intersected with UCSC genome browser RepeatMasker track co-ordinates using BEDTools 2.25.0, filtered to ensure that each pair or singleton was assigned to only one repeat location, and the number of sequences belonging to each type of repeat summed. Repeats belonging to LTR, LINE and SINE Repeatmasker classes that were significantly upregulated (FDR< 0.05, logFC > 0) were identified using the edgeR package in R. Read counts between samples were normalised relative to the number of reads mapping to the genome.

## RESULTS

### mESCs reset to a naïve ground state in 2i independently of their initial epigenetic state

To investigate the role of repressive epigenetic marks in ground state pluripotency we cultured WT, hypomethylated, and constitutively methylated mESCs and analysed their response to 2i conditions. As a hypomethylated cell type we utilised TKO mESCs lacking functional *Dnmt3a*, *Dnmt3b* and *Dnmt1* (15). To generate constitutively methylated 2i/mESCs, we utilised *Dnmt3a/3b* knockout mESCs rescued by exogenous constitutive expression of *Dnmt3b* and *Dnmt3l*, as detailed in the cell line derivation schematic, hereafter termed 3B3l (Figure 1A) (24,32). WT J1, TKO and 3B3l mESCs were cultured in 2i medium for 14 days. All three cell types showed characteristic mESC morphologies in serum conditions and acquired archetypal three-dimensional dome-shaped colony morphology after 3 days of 2i exposure (Figure 1B) (25). Expression of a key marker of 2i transition, *Prdm14*, was upregulated in all three cell lines (Figure 1C) (33). In WT JI mESCs Transcripts corresponding to *de novo* methyltransferases (*Dnmt3a*, *Dnmt3b* and *Dnmt3l*) were downregulated while the maintenance methyltransferase (*Dnmt1*) remained unchanged, as observed by microarray analysis and confirmed by RT-qPCR (Figure 1C and Supplementary Figure S1a). As expected, only the *Dnmt3l* transcript was downregulated in TKO cells, as the *Dnmt3a*, *Dnmt3b* and *Dnmt1* genes are inactivated. In addition, we confirmed retention of *Dnmt3b* and *Dnmt3l* transcripts in 3B3l mESCs (Figure 1C and Supplementary Figure S1b). We also detected homogeneous expression of Nanog and Esrrb in WT J1, TKO and 3B3l mESCs cultured in 2i by immunocytochemistry, in contrast to heterogeneous staining in their serum cultured counterparts (Figure 1D).

**Figure 1.**
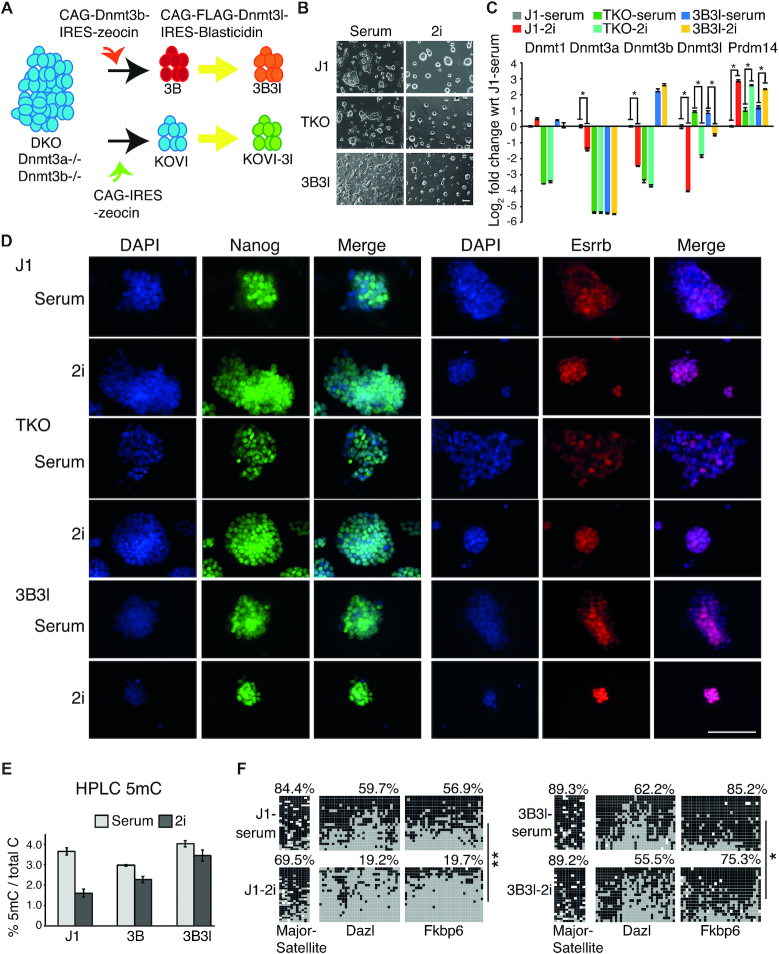
J1, TKO and 3B3l mESCs achieve ground state in 2i. (**A**) Schematic showing cell line derivation. An expression construct for the co-factor *Dnmt3l* was added to *Dnmt3a/3b* knockout mESCs rescued by exogenous constitutive expression of *Dnmt3b* (3B) to create a *Dnmt3a/3b* knockout expressing both *Dnmt3l* and *Dnmt3b* (3B3l). *Dnmt3l* was also added to a to *Dnmt3a/3b* knockout mESCs (KOVI) to create KOVI-3l. (**B**) Morphology images of mESCs in indicated culture conditions. Scale bar 100 μm. (**C**) Expression levels of indicated Dnmt's and Prdm14. For each gene, fold change with respect to (wrt) average J1-serum probe value is represented (as log2) with SEMs. * indicates *P* < 0.05 (unpaired *t*-test). (**D**) Immunocytochemistry images of indicated conditions showing Nanog (green) and Esrrb (red) with DNA counterstaining (DAPI, blue) and merge. Scale bar 100 μm. (**E**) HPLC quantification of 5mC levels of indicated mESCs, bars represent mean ± SD of 2–3 biological replicates. (**F**) Bisulfite sequencing data for indicated gene promoters and cell lines, black: methylated CpG, grey: un-methylated CpG, white: missing data. Numbers represent percentage of methylated CpGs. * (black: methylated CpG, grey: un-methylated CpG, white: missing data). *P < 0.05, ** *P* = 0.00578, two2-tailed Mann–Whitney *U*-test.

To analyse changes in DNA methylation in WT J1, TKO and 3B3l mESCs when converted to a 2i mediated ground state, we performed high performance liquid chromatography (HPLC) quantification of total 5mC levels, which revealed various degrees of hypomethylation in 2i (Figure 1E). As reported previously, 5mC levels in 2i are reduced by 50% in WT mESCs (J1–2i) (Figure 1E). Notably, 3B3l cells cultured in 2i (3B3l-2i) exhibited global DNA methylation levels equivalent to WT J1-serum cells (Figure 1E). Hence, maintenance of *Dnmt3b* and *Dnmt3l* expression can prevent cells from exhibiting global hypomethylation despite increased *Prdm14* levels during 2i adaptation (Figure 1C and Supplementary Figure S1b). Loss of DNA methylation upon 2i exposure is linked with Prdm14 directed repression of *Dnmt3a*/*Dnmt3b*/*Dnmt3l* or alternatively, a deficiency of UHRF1 and H3K9me2, required for maintenance methylation (34–36). Although we observed the reported 2i induced reduction of UHRF1 and H3K9me2 levels in WT mESCs that is hypothesised to reduce Dnmt1 activity, these alterations were not replicated in TKO-2i or 3B3l-2i mESCs (Supplementary information, Figure S1c, d) (34). The observation that overexpression of *Dnmt3b* and *Dnmt3l* (or deletion of *Prdm14*, see below) can maintain methylation levels in 2i mESCs is incompatible with the primary role proposed for UHRF1 in regulating global DNA methylation levels in 2i mESCs (34,35). Bisulfite sequencing analysis of loci (major satellite, *Dazl* and *Fkbp6* promoters) known to undergo hypomethylation in 2i demonstrated that 3B3l-2i methylation was maintained at most of these sites (major satellite, *Dazl*) or underwent a slight decrease (*Fkbp6* 10% decrease, *P* < 0.05, two-tailed Mann–Whitney *U*-test), but still remained significantly more highly methylated than in J1–2i cells (*Fkbp6* 75.3% in 3B3l-2i compared with 19.7% in J1–2i, *P* < 0.00001, two-tailed Mann–Whitney *U*-test) (Figure 1F).

To further characterize WT J1, TKO and 3B3l mESCs cultured in 2i we performed several experiments to confirm their pluripotency and 2i mediated signalling responses. All three epitypes exhibit heterogeneous alkaline phosphatase activity in serum and this increases to 100% homogeneous alkaline phosphatase activity in mESCs cultured in 2i (Supplementary information, Figure S1e). To analyse changes in signalling pathways following 2i culture we utilised the western blotting analysis system DigiWest to simultaneously assay 72 proteins (31). This confirmed the absence of Dnmt1 protein in TKO mESCs and maintenance of Dnmt3l in 3B3l-2i at levels significantly above J1-2i and TKO-2i (Supplementary information, Figure S1f). As expected, culturing mESCs in 2i resulted in upregulation of β-catenin, one of the downstream targets of the GSK3β pathway and downregulation of phospho-c-Myc, a downstream target of the MEK pathway (Supplementary information, Figure S1f) (25). Hence, relevant signalling pathways are intact in all three cell lines utilised in the study. Several other proteins exhibit similar expression changes in WT J1, TKO and 3B3l mESCs based on culture conditions e.g. vimentin, which may account for changes in cell shape during 2i adaptation (Supplementary information, Figure S1f). Moreover, ANOVA analysis of significant analytes (*P* < 0.005) resulted in clustering of DigiWest samples according to culture conditions (Supplementary information, Figure S1g, Dataset 2); implying that signal transduction pathways that respond to 2i in WT J1, TKO and 3B3l mESCs induce similar protein expression and modification perturbations. In addition, we found that J1 and 3B3l mESCS were capable of forming differentiated embryoid body (EB) outgrowths when plated onto gelatin. TKO mESCs formed EBs but failed to form significant outgrowths and very few cells stained positive for α-smooth muscle actin (mesodermal marker) and Tuj1 (ectoderm) (Supplementary information Figure S2a and data not shown). This is in agreement with previous observations that lack of DNA methylation in TKO mESCs leads to impaired differentiation to ecto- and mesoderm (18). WT J1 and 3B3l mESCs formed ectoderm and mesoderm lineages; both generated beating cardiomyocytes staining positive for α-smooth muscle actin, as well as cells positive for Tuj1 (Supplementary information, Figure S2b). It is note-worthy that the α−smooth muscle actin marker not only reports on a mesodermal lineage but also attests the earliest differentiation from pluripotent mouse ESCs into mesendoderm, (ME) the intermediate stage equivalent to the embryonic primitive streak, from which both mesoderm and endoderm are derived (37). However, we did not observe significant endodermal marker expression for either cell type with this differentiation protocol; perhaps indicating that a more directed differentiation approach may be required to generate this lineage with these cell lines (data not shown). In addition, WT J1 and 3B3l mESCs both generated a stable epiblast stem cell line when treated with appropriate cytokines, however TKO mESCs were unable to differentiate to this lineage (Supplementary information, Figure S2c). Taken together this data suggests that 3B3l mESCs can transition to a naive ground state and differentiate into specialised cell types unlike TKO cells, which are differentiation impaired.

In order to investigate alterations in repressive chromatin marks in response to DNA methylation changes and 2i signalling we performed immunocytochemistry (ICC) for H3K27me3 and H2AK119ub in WT J1, TKO and 3B3l mESCs cultured in serum and 2i, as well as in early and late blastocysts. As reported previously, both H3K27me3 and H2AK119ub are redirected to pericentric heterochromatin (PCH) in a high proportion of TKO cells under serum conditions (Figure 2A) (38). A similar proportion exhibited PCH localisation for both modifications in TKO-2i cells (Figure 2A). In contrast, no significant PCH association of H3K27me3 and H2AK119ub was observed in J1-2i or 3B3l-2i cells (Figure 2B; Supplementary information, Figure S3). This contrasts with a recent report suggesting that 2i-ESCs are distinguished from other pluripotent cells by a prominent enrichment in H3K27me3 and low levels of DNA methylation at PCH (39). However we note that Tosolini and colleagues culture their 2i-mESCs on Laminin which also leads to the appearence of H3K27me3 in conjunction with H3K9me3 at PCH in serum grown mESCs, whereas we follow the original SOP of Ying *et al.* and grow ESCs on gelatin coated plastic (25). It is possible that the ability of Lamins to confer proliferative stimulation on mESCs may cause additional changes that affect H3K27me3 deposition when mESCs are transitioned to 2i (40). To verify the situation *in vivo*, we isolated blastocyst stage embryos and stained them for H3K27me3 (9). Early and late male blastocysts show a marked increase in H3K27me3 levels in the ICM, in contrast to very low trophectoderm (TE) levels (Figure 2C). Early ICM patterns display euchromatic distribution away from DNA-dense foci similar to WT J1 mESCs. This pattern is maintained in the epiblast; however, in some cells of the late ICM margin proximal to the blastocoele, H3K27me3 foci colocalise with regions of high DNA density in a pattern similar to TKO cells (Figure 2C). This indicates redistribution of H3K27me3 might be a response to developmental cues that involves DNA hypomethylation of the ICM (41,42). During the meiotic prophase of spermatogenesis, H3K27me3 is also observed to accumulate on PCH from the mid pachytene stage onward, during which DNA methylation reprogramming occurs as evidenced by hyomethylated minor satellite repeats (43,44).

**Figure 2.**
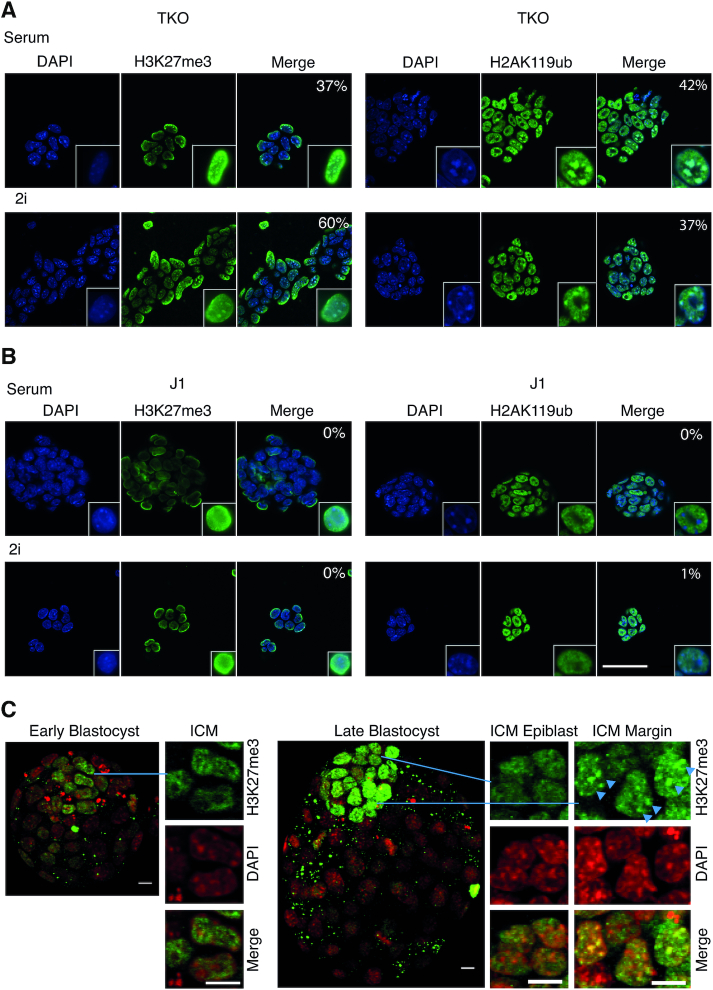
Epigenetic state of heterochromatin in mESCs and H3K27me3 dynamics during mouse blastocyst development. (**A**, **B**) ICC of H3K27me3 (green) and H2AK119Ubiquitin (green) in indicated cells with DAPI (blue) and merge (turquoise represents overlapping signal). White outlined nuclei are ‘zoomed in’ images of representative nuclei. Numbers represent the percentage of cells where green foci overlap with DAPI stained heterochromatin. Scale bar 50 μm. (**C**) ICC for H3K27me3 (green) with DAPI (pseudocoloured red). Whole and part embryo confocal projections and highlighted cells from the inner ICM and the ICM margin (yellow represents overlapping signal), as indicated; scale bars 10 μm. Arrowheads indicate three cells showing heterochromatic H3K27me3 staining.

### Inhibition of MEK1/2 and GSK3β is necessary to drive TKO cells to the naïve state

As a reduction in DNA methylation has been postulated to be a hallmark of the naïve state, we analysed TKO mESCs to address whether they would convert more easily to the ground state than WT mESCs. We checked the sensitivity of J1 and TKO cells to the two inhibitors at various dilutions in defined media (SFES) with a constant LIF concentration. Both cell lines responded comparably and neither achieved ground state morphology when cultured in diluted 2i medium (Supplementary information, Figure S4a). We observed comparable trends in key transcript changes in both J1 and TKO mESCs in diluted 2i, but alterations were not to the same extent as in complete 2i (Supplementary information, Figure S4b). We also evaluated the effect of individual inhibitors, PD0325901 and CHIR99021. TKO cells acquired a 3D-dome shaped colony morphology similar to 2i adaptation, upon exposure to CHIR99021 + LIF (CH), while exhibiting very distinct needle-shaped flat cell morphology upon PD0325901 + LIF (PD) treatment (Supplementary information, Figure S4c, d). *Nanog* expression was lower in TKO cells incubated with CH alone compared to PD or 2i cultured cells (Supplementary information, Figure S4e). Prolonged culture in no inhibitor medium (SFES) or single inhibitor (CH or PD) resulted in decreased cell viability and spontaneous differentiation compared to 2i cells, in agreement with reports for WT cells (Supplementary information, Figure S4d) (25). Associated gene expression changes (notably *Dnmt3l*, *Eomes* and *Lin28a*) did not occur to the same extent with single inhibitors as compared to inhibiting both pathways (Supplementary information, Figure S4f).

As *Prdm14* is suggested to be a key player in driving cells to the 2i ground state, we generated a TET-inducible *Prdm14* TKO mESC line to test if its overexpression in hypomethylated mESCs is sufficient to drive these mESCs into a ground state (Supplementary information, Figure S5a, b) (35). Upon induction of Prdm14 no morphological changes were observed in TET-ON-Prdm14 TKO clones (Supplementary information, Figure S5c). Additionally, although direct targets of *Prdm14* such as *Dnmt3l* and *Lefty2* were down regulated, we did not observe transcript changes associated with 2i adaptation such as upregulation of *Dmgdh* (highest expression change in 2i versus serum in wild-type mESCs) or *Eomes* (stem cell maintenance gene) and downregulation of *Pax6* and *Fgf15* (differentiation genes), in any of the TET-ON-Prdm14 TKO clones irrespective of the level of *Prdm14* overexpression (Supplementary information, Figure S5d) (45). This suggests *Prdm14* upregulation and 5mC depletion alone is not sufficient to reprogram serum cultured mESCs to a ground state in terms of morphology (Supplementary information, Figure S5c) or gene expression (Supplementary information, Figure S5d).

### Gene expression patterns are determined by culture conditions

In order to delineate gene expression changes caused by 2i signalling from gene expression changes caused by a difference in DNA methylation, we analysed gene expression in WT J1, TKO and 3B3l mESCs cultured in serum and 2i. Pearson correlation analysis of expression profiles revealed robust clustering based on culture conditions rather than genotype (Figure 3A). The number of differentially expressed genes between TKO and WT J1 mESCs in 2i compared to serum culture conditions is reduced and consolidates as 3.3 times less upregulated and 2.9 times less downregulated genes (Supplementary information, Figure S6a, b). Moreover, in spite of being hypomethylated in 2i, the transcriptome of WT J1-2i mESCs differs greatly from that of TKO-serum (Supplementary information, Figure S6c). In agreement with previous reports, we observed a large number of genes (>3500) differentially expressed in 2i wild-type cells compared to serum conditions (1823 up- and 2208 down-regulated, fold change ≥2, *P*.adj. ≤ 0.05, eBayes (limma), Benjamini–Hochberg corrected) (Figure 3B; Supplementary information, Dataset 1) (13,35,46). There is an overlap of 843 genes between all three 2i cell lines that exhibited similar changes in expression (318 up- and 525 down-regulated) (Figure 3b; Supplementary information, Dataset 1). Moreover, transcription factors associated with naïve pluripotency are upregulated in WT J1, TKO and 3B3l in 2i compared to respective serum cells; with the exception of *Klf2* which exhibited increased expression in TKO and 3B3l mESCs in serum (Figure 3C). Importantly, these factors are equivalently expressed in all three epitypes in 2i. Functional pathway analysis of the common gene list upregulated in 2i revealed enrichment of genes related to germ cell and embryonic development, while genes downregulated in 2i are linked with differentiation (Figure 3D). Based on pathway analysis, we focused on genes associated with the GO terms ‘Cell Fate Commitment’ (CFC: GO:0045165) and ‘Stem Cell Maintenance’ (SCM: GO:0019827), which were differentially expressed (FC ≥ 1.5, *P*.adj < 0.05, eBayes (limma), Benjamini–Hochberg corrected) between WT J1-serum and J1-2i mESCs. These gene sets showed a similar trend in TKO and 3B3l mESCs following adaptation to 2i (Figure 3E, F; Supplementary information, Figures S6d and S7) and we also observed this in WT and *Prdm14^−^^/^^−^* mESCs, (Supplementary information, Figure S6e, f) (35). In addition, hierarchical clustering analysis linked these cell types together based on culture condition rather than genotype (Supplementary information, Figure S6g). Our results emphasize that mESCs can achieve a ‘transcriptional ground state’ in 2i through enhanced expression of a number of pluripotency associated genes, including *Nanog, Esrrb and Klf4*, irrespective of global methylation status, and that hypomethylation is dispensable for this transition (Figure 3F).

**Figure 3.**
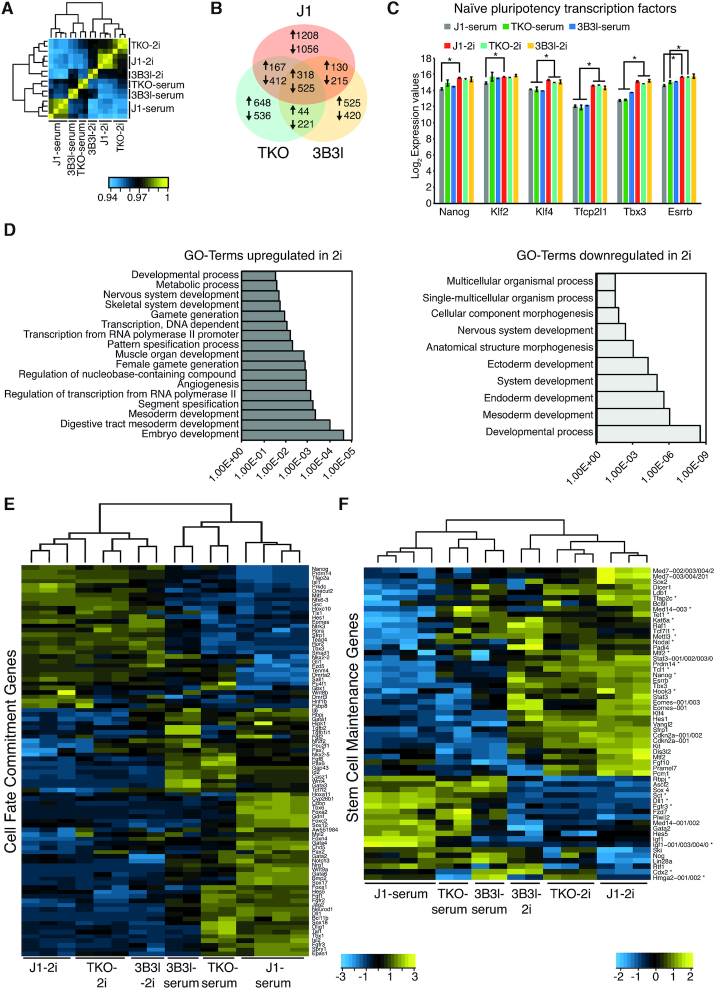
Gene expression changes in mESCs upon culturing in 2i. (**A**) Heatmap showing Pearson correlation and clustering of microarray data for indicated cell lines and culture conditions. (**B**) Venn diagram showing the number of genes changing in expression (FC ≥ 2, *P*.adj. ≤ 0.05 eBayes (limma), Benjamini–Hochberg corrected) in J1-2i (red), TKO-2i (green) and 3B3l-2i (yellow) compared to their serum counterparts. (**C**) Log_2_ expression values of indicated genes in mESCs in serum and 2i. Bars represent mean ± SD. * indicates *P* < 0.05 (unpaired *t*-test). (**D**) GO-Term analysis showing genes up- or down-regulated in J1, TKO and 3B3l mESCs. (**E**), Heatmap representing expression levels of ‘Cell Fate Commitment’ genes differentially expressed (FC ≥ 1.5, p.adj. ≤ 0.05 eBayes (limma), Benjamini-Hochberg corrected) in J1-2i compared to J1-serum in indicated cells. * marks genes which are differentially expressed (FC ≥ 2, *P*.adj. ≤ 0.05 eBayes (limma), Benjamini–Hochberg corrected) between TKO-serum and J1-serum. (**F**), Same as E for ‘Stem Cell Maintenance’ genes.

### Epigenetic changes in the 2i mediated ground state

To study functional consequences of DNA methylation rearrangement in the reprogramming of mESCs to ground state, we generated genome-wide patterns of 5mC in WT J1 and 3B3l mESCs cultured in serum and 2i by genome wide MeDIP-seq assays (30). We validated the levels of 5mC enrichment across the genome in J1 and 3B3l epitypes and report upon an ∼50% reduction in the number of both 5mC enriched loci (termed windows, see material and methods) and HPLC quantified 5mC scores in J1-2i mESCs (Figures 1E and 4A). The number of enriched windows in 3B3l-serum was similar to those in WT J1-serum; as expected this cell line did not exhibit the typical loss of 5mC upon 2i exposure (Figure 4A). Interestingly, although global levels of 5mC differ between the epitypes upon transition to ground state, by western blot there was no obvious change in total H3K27me3 levels in WT J1 and 3B3l mESCs in serum or 2i in agreement with two reports, but H3K27me3 levels were higher in TKO-2i cells (Figure 4B) (13,39). In contrast, a recent proteomic study found higher H3K27me3 levels in WT mESCs cultured in 2i conditions; despite this they also report, by ChIP-seq, a redistribution of H3K27me3 profiles in 2i culture conditions (23). Although we report an overall reduction in 5mC levels within these cells (as evident from a drop of 5mC peaks to 4.7% in the J1-21 cells with respect to the serum state. Figure 4C), the underlying genomic patterns remain largely unchanged (Figure 4D; Supplementary information, Figure S8a, b)

**Figure 4.**
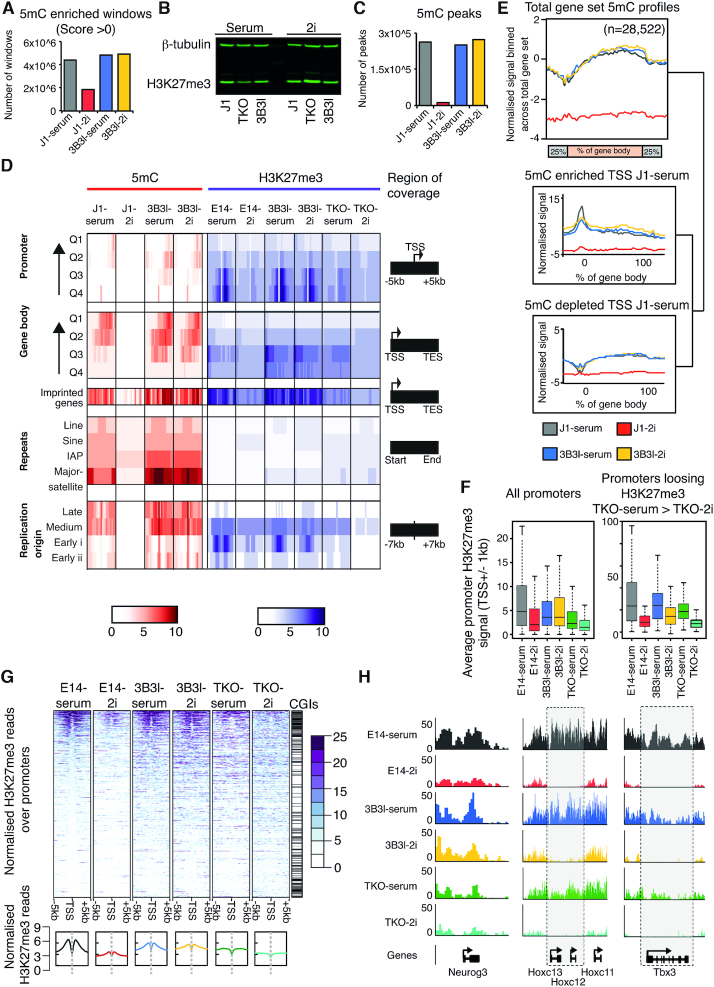
5mC and H3K27me3 modifications in J1, 3B3l and TKO mESCs in serum and 2i. (**A**) Windows enriched in 5mC relative to input sequence for indicated cell lines and conditions. (**B**) Fluorescent western blot of whole cell protein extracts showing levels of H3K27me3 for indicated cell lines cultured in serum or 2i. β-tubulin was used as a loading control. (**C**) Total number of 5mC peaks (see materials and methods) for indicated cell lines and conditions. (**D**) Heatmap indicating 5mC (red) and H3K27me3 (purple) levels; 0–10, see scale, for indicated cell lines and conditions across indicated genomic features, covering regions as described. Q4-Q1 indicates low to high gene expression. (**E**) Sliding window analysis of average genic 5mC patterns across indicated cell lines. Plots represent length normalised gene bodies with flanking regions (±25% of total gene length). Stratification of genic patterns by promoter 5mC enrichment (upper box) or depletion (lower box). Numbers of genes per set are shown above. (**F**) Boxplots representing average H3K27me3 signal on promoters (±1 kb from TSS) for all promoters or promoters preferentially losing H3K27me3 in TKO-2i relative to TKO-serum. * indicates *P* < 0.05 (Wilcoxon test). (**G**) Heatmap representing normalised H3K27me3 reads across promoters (±5 kb TSS). Bottom graphs represent averaged profiles. Heatmaps are ranked by E14 serum levels. (**H**) Examples of H3K27me3 pattern across *Neurog3*, *Hoxc13, 12, 11* and *Tbx3* for indicated cell lines and culture conditions.

To refine our assessment, we interrogated 5mC and H3K27me3 patterns across a number of functional genomic compartments (Figure 4). Focusing first on promoter and gene body regions, we discovered that although levels and patterns of 5mC are lost upon transition to 2i in WT J1 cells, these are maintained across the same sets of promoters and gene bodies in J1-serum, 3B3l-serum and 3B3l-2i mESCs (Figure 4A and C–E). Analysis of locus specific patterns also revealed that 5mC marked promoters identified in WT J1 serum mESCs remain similarly marked in both 3B3l-serum and 2i cells (Figure 4D, E). To analyse H3K27me3 patterns we utilized a published E14 mESC dataset as our WT reference data (GSE23943) as their deposition at bivalent promoters is reported to be dependent on global DNA methylation levels (13,42,47). H3K27me3 patterns are typically reduced upon transition to 2i in WT E14 mESCs but broadly maintained over promoter and genic regions in the constitutively methylated cell line in 2i (Figure 4D, F). To delineate 5mC mediated changes from 2i signalling changes in H3K27me3 distribution; we compared patterns of H3K27me3 between TKO-serum and TKO-2i mESCs. Interestingly, we note a reduction in the H3K27me3 signal, which manifests in loss from a number of promoter elements (Figure 4F, G). Stratification of the total promoter set based on regions which lose H3K27me3 between TKO-serum and TKO-2i revealed a subset of 2i specific, DNA methylation independent regulation loci across all epitypes (Figure 4F). Visualization of these loci (specific examples; *Neurog3*, *Hoxc12–13* and *Tbx3*) uncovered a strong loss of H3K27me3 levels in 2i conditions irrespective of global DNA methylation state—highlighting a small set of common 2i signalling induced epigenetic changes in all three mESC epitypes (Figure 4H).

Analysis over enhancer and pluripotency factor binding elements revealed that such loci are typically depleted in 5mC and H3K27me3 in both serum and 2i conditions for all three epitypes (Figure 4D; Supplementary information, Figure S8b) (22). Analysis over annotated replication origin sites revealed a general loss of 5mC in WT J1-2i conditions but higher levels of 5mC at medium and late replicating sites in both WT J1-serum, 3B3l-serum and 3B3l-2i mESCs (Figure 4D) (48). Similarly, there is a general loss of H3K27me3 in WT E14-2i cells with higher levels of H3K27me3 present in early replication origins in WT E14-serum, 3B3l-serum and 3B3l-2i lines (Figure 4D). Additionally, DNA methylation is lost at repeat sequences (including major satellite and LINE-1 retrotransposons) in WT J1-2i but maintained in 3B3l-2i mESCs (Figure 4D).

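Gene expression in TKO mESCs, which lack functional Dnmt1, Dnmt3a and Dnmt3b, was measured by poly(A)-selected, strand-specific RNA-seq in 3 replicates of TKO-serum and 3 replicates of TKO-2i. The serum medium contained 15% fetal calf serum according to the sample labels and LIF at 500 U/ml. The 2i medium contained LIF at 1000 U/ml, the MEK inhibitor PD0325901 at 1 µM and the GSK3 inhibitor CHIR99021 at 3 µM, and the paper cultured cells in 2i for 14 days. Libraries were made from 500 ng of RNA. The J1 and 3B3l libraries were not analysed here. The deposited values are estimated counts and TPM per transcript for each library, in the columns that the quantifier salmon writes. The paper's RNA sequencing methods describe Tophat alignment to mm10, RPKM scores and DEseq, and its retrotransposon methods refer to an earlier publication (24) for the processing of the J1, TKO and 3B3l libraries. The estimated counts summed to 46228700, 44180642 and 43896549 in TKO-2i replicates 1, 2 and 3 and to 38274042, 51932739 and 44827609 in TKO-serum replicates 1, 2 and 3. A total of 136100 transcripts (99.86%) were matched to the GENCODE M21 annotation of GRCm38 (mm10), and their estimated counts were summed to 53390 genes and rounded to whole numbers. Genes with low counts were removed by edgeR's default filter, which left 18177 genes, and library sizes were normalized by edgeR's TMM method, with factors between 0.9705 and 1.0267. Differences between TKO-2i and TKO-serum were tested with edgeR's quasi-likelihood test and p-values were adjusted by the Benjamini-Hochberg method. Standard errors of log2 fold changes were derived from the fold change and the test's F statistic. The smallest CPM that the libraries could show, taken as 3 counts, lay between 0.0579 and 0.0785 and covers counting error only. The first principal component of log2 CPM separated TKO-2i from TKO-serum and held 85% of the variance. Pearson's r between replicates of one condition, across genes, was at least 0.988, and between conditions it was at most 0.938. The labels call the replicates biological replicates. No pair of them held the same library, since all pairs differed by more than counting noise, with a chi-square per gene of at least 4.88, a test that does not separate repeat libraries of one culture from separate cultures. TKO-2i replicate 2 stood furthest from its replicates, with 47.48 against replicate 1 and 28.83 against replicate 3. The other pairs within a condition had at most 16.1. TKO-2i replicate 2 also had the largest mitochondrial share of counts, 2.279%. Replicate numbers are shared between the conditions. The deviations of same-numbered samples from their group means had a mean r of 0.195 across genes. It was 0.242, 0.329 and 0.014 for replicates 1, 2 and 3. The mean of -0.097 for differently numbered samples is not separate evidence, since centring on group means ties it to the first mean. A fit with the replicate number as a block was therefore run beside the fit without it. Which of the sequencing pools each library was in is not stated in the labels, so pools were not compared. Repeat elements were not quantified here, because the values are per annotated transcript.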

Analysis of RNA-seq data for WT J1, TKO and 3B3l mESCs cultured in serum and 2i revealed that some differences exist between culture conditions and epitypes tested in terms of retrotransposon expression (Supplementary information, Figure S8c–f). Consistent with previous observations, retrotransposon derepression in response to 2i or changes in DNA methylation was relatively modest in mESCs (Supplementary information, Figure S8c), and smaller in magnitude than observed for differentially expressed genes (49–51). 

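Of the 18177 genes tested in TKO mESCs, 11361 (62.5%) had an adjusted p-value under 0.05 between TKO-2i and TKO-serum, of which 5804 were higher and 5557 lower in TKO-2i. Which direction held more genes at this threshold changed with the processing. With the replicate number as a block, 12539 genes passed the same threshold. At a fold change of at least 2, 1403 genes were upregulated and 2839 downregulated in TKO-2i. At the cut-offs of the paper's RNA sequencing methods, an absolute log2 fold change above 2 and an adjusted p-value under 0.05, 380 genes were upregulated and 1291 downregulated, so that 77.3% of these 1671 genes were downregulated. The median absolute log2 fold change of the 11361 genes was 0.73, with quartiles of 0.41 and 1.41. The count at the paper's cut-offs depended most on how low values were treated, and was 322 genes with limma on log2(TPM + 1), a scale that understates the change of low genes, and 2593 genes without a filter on low counts. Among protein-coding genes with a mean CPM of at least 1 and no overlap between conditions, the largest rises were those of Cdx1, Nkx1-2, Srarp, Dmgdh and Mal. Cdx1 (ENSMUSG00000024619; chromosome 18 of GRCm38, 61018862 to 61036199) had 45.8 ± 6.13 CPM (SD, n = 3) in TKO-2i and 0.199 ± 0.0323 CPM (SD, n = 3) in TKO-serum, a log2 fold change of 7.85 (standard error 0.17, adjusted p = 1.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the other 4 were 6.64, 6.04, 5.84 and 5.69, in that order. The largest falls were those of Gm13698, Spink1, Gm4303, Gm4340 and BC061212. Spink1 (ENSMUSG00000024503; chromosome 18, 43728082 to 43737557) had 16.9 ± 1.97 CPM (SD, n = 3) in TKO-serum and 0.0078 ± 0.0135 CPM (SD, n = 3) in TKO-2i, which is under the smallest CPM the libraries could show. Gm13698, Gm4303, Gm4340 and BC061212 had between 2.13 and 8.19 CPM in TKO-serum and 0 CPM in TKO-2i. Gm4303 and Gm4340 belong to clusters of similar predicted genes, so the split of estimated counts between members is uncertain. The paper states that the changes of retrotransposons, which were not analysed here, were smaller than those of differentially expressed genes.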

A subset of 44 (28%) of the 156 retrotransposons upregulated when WT J1 mESCs transition from serum to 2i is also upregulated when TKO and 3B3l mESCs transition from serum to 2i (Supplementary information, Figure S8d). These retrotransposons, which include RLTR13B2::ETNERV3-int and RLTR44C::RLTR44-int long terminal repeats and associated internal sequences, are upregulated in 2i regardless of methylation state (Supplementary information, Figure S8f). Some elements in this subset, such as RLTR10D::IAP-d-int, appear to exhibit a combinatorial response to 2i and DNA methylation such that they are upregulated in response to hypomethylation and further upregulated in response to 2i (Supplementary information, Figure S8f). These elements exhibit similar behaviour to *Dazl* and *Fkbp6* genes (Figure 5B), although it is also possible that the mixed response of these elements reflects distinct responses of individual genomic copies of that repeat. 

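The same TKO libraries give the RNA-seq values of both genes, which Figure 5B reports by RT-qPCR. Dazl (ENSMUSG00000010592) lies on the minus strand of chromosome 17 of GRCm38 from 50279395 to 50293636, and Fkbp6 (ENSMUSG00000040013) on the minus strand of chromosome 5 from 135291704 to 135350044. Dazl had 141.5, 152.5 and 150.9 CPM in TKO-2i replicates 1, 2 and 3 and 46.9, 45.6 and 43.3 CPM in the TKO-serum replicates. Its log2 fold change was 1.71 (standard error 0.06, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fkbp6 had 66.5, 55.4 and 66.6 CPM in the TKO-2i replicates and 41.1, 36.8 and 37.0 CPM in the TKO-serum replicates. Its log2 fold change was 0.71 (standard error 0.08, adjusted p = 0.0001 from the same test). Both genes were therefore already transcribed in TKO-serum, and both were higher in every TKO-2i replicate than in any TKO-serum replicate. With 3 samples against 3, an exact two-sided permutation test cannot give a p-value below 0.1. With each sample left out in turn, the log2 fold change stayed between 1.68 and 1.74 for Dazl and between 0.66 and 0.80 for Fkbp6. The rise of Dazl was larger than that of Fkbp6 by more than their standard errors. Figure 5B, read by eye, has the other order in TKO cells, with log2 ratios of about 1.7 for Dazl and 2.3 for Fkbp6.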

Interestingly, most (149 of 203) of the retrotransposons that are upregulated in response to DNA hypomethylation in serum-cultured mESCs, including RLTR44B and MMERVK10D3_LTR, are not upregulated when WT J1 mESCs transition from serum to 2i (Supplementary information, Figure S8e, f). Thus, different retrotransposons respond to the 2i environment, changes in DNA methylation, or a combination of both in mESCs. Finally, imprinted loci exhibit a greater level of both 5mC and H3K27me3 retention during 2i reprogramming in both WT J1 and 3B3l mESCs, arguing that maintenance of 5mC levels may be functionally required at such sites (Figure 4D).

**Figure 5.**
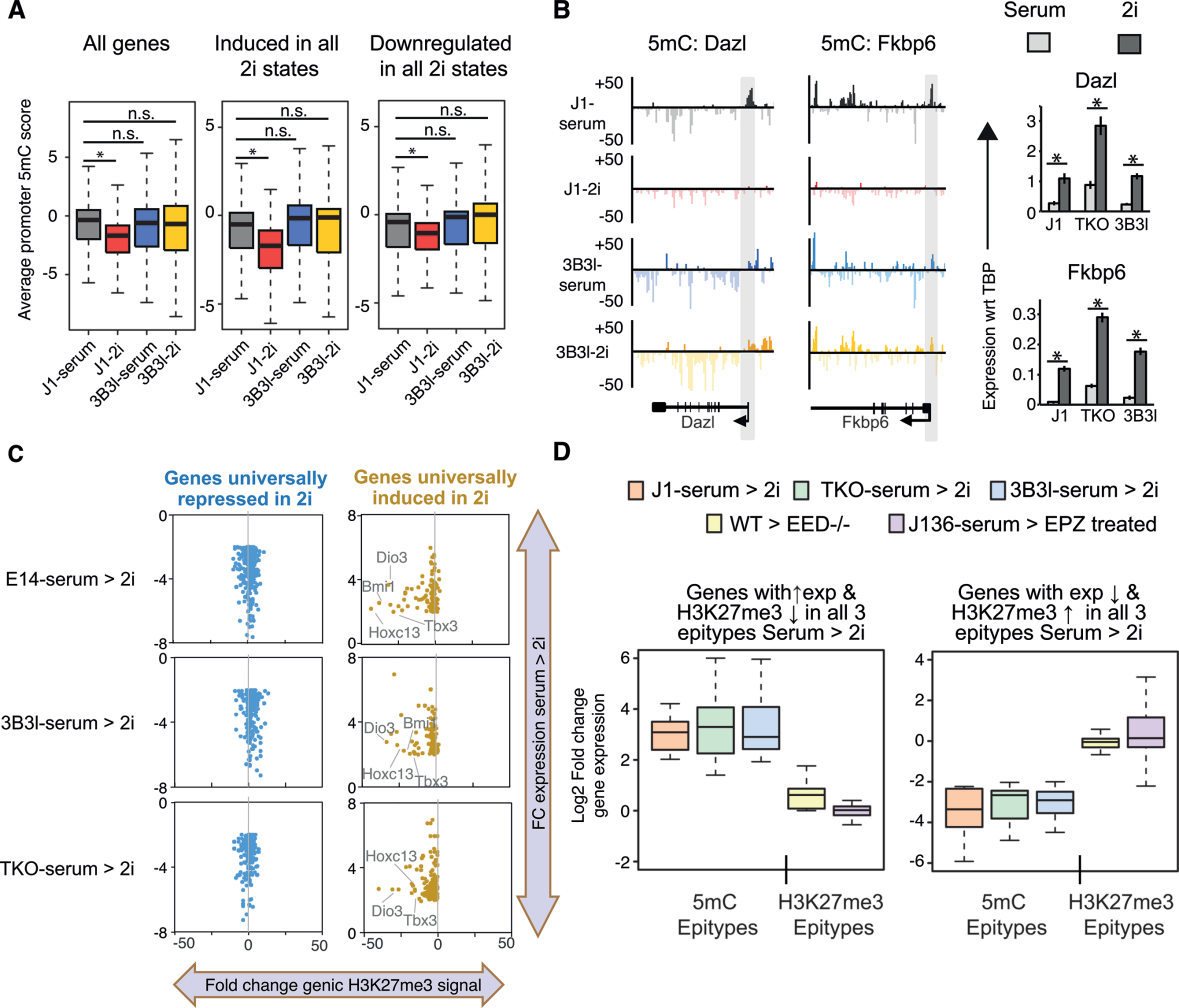
Epigenetic changes over transcriptionally altered genes in mESCs in serum and 2i. (**A**) Boxplots of average promoter 5mC in indicated cell lines over the total gene set, genes expressed under 2i conditions and genes repressed under 2i conditions. * indicates *P* < 0.05 (Wilcoxon test). (**B**) Examples of 5mC data at the promoters of the methylation regulated genes *Dazl* and *Fkbp6* alongside RT-qPCR data for serum and 2i conditions. Promoter regions are marked by grey shadows. Barcharts show expression analysis of indicated genes by RT-qPCR, values represent mean ± SD of expression with respect to (wrt) TBP. * indicates *P* < 0.05 (unpaired *t*-test). (**C**) Scatter plot of fold change in expression 2i-serum (y-axis) versus fold change in average genic H3K27me3 levels (2i-serum) in WT (left), 3B3l (centre) and TKO (right) cells. Yellow = 2i induced genes, blue = 2i repressed genes. (**D**) Boxplot detailing expression changes serum to 2i (log2 fold changes) across WT, TKO, 3B3l, *Eed^−^^/^^−^* and EPZ6438 treated *Dnmt1^tet/tet^*mESCs. Left: genes with overlapping H3K27me3 loss/expression gain in J1/TKO/3B3l mESCs. Right: genes with overlapping H3K27me3 gain/expression loss in J1/TKO/3B3l mESCs.

### Analysis of epigenetic changes over transcriptionally altered genes

As we observed a consistent change in transcription in all three epitypes when converted to 2i mediated ground state, we set out to elucidate whether specific changes to 5mC and H3K27me3 may be fundamental drivers of these changes. For the total arrayed gene set for all three cell types as well as for gene sets exhibiting strong changes in gene expression when cultured in 2i versus serum, we did not detect a relationship between alterations in promoter 5mC levels and the expression status of linked genes (Figure 5A & Supplementary information, Figure S9a). To validate this result, we selected two candidate methylation regulated genes; *Dazl* and *Fkbp6*, and examined the effect of 2i signalling on their expression in WT J1, TKO and 3B3l mESCs by RT-qPCR (Figure 5B) (13,52). These two transcripts are highly upregulated in TKO compared to WT J1 mESCs, supporting a role for promoter demethylation in their upregulation. However, they are both further upregulated in 2i in TKO and 3B3l mESCs and we observed comparable changes in Dazl protein levels by DigiWest analysis (Figure 5b and Supplementary information, Figure S9b). The promoters of these genes exhibited demethylation in WT J1-2i but maintained DNA methylation in 3B3l-2i as evidenced by meDIP and locus-specific bisulfite sequencing (Figures 5B and 1F). Hence, at transcript level, regardless of whether their promoters were hypomethylated or hypermethylated, both *Dazl* and *Fkbp6* responded in the same way to 2i signalling, resembling what we observed for a subset of 2i mediated changes in DNA repeat expression (Figure 5b and Supplementary information, Figure S8c–f).

We did observe a relationship between loss of H3K27me3 from genic regions of genes transcriptionally induced in 2i in all three epitypes; a relationship which was not observed over transcriptionally repressed genes (Figure 5C). 

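The genes labelled in Figure 5C are Dio3, Bmi1, Hoxc13 and Tbx3, and their transcripts were all higher in the TKO-2i than in the TKO-serum RNA-seq libraries. H3K27me3 was not analysed here, and the text does not name which expression platform Figure 5C plots. Dio3 (ENSMUSG00000075707), on chromosome 12 of GRCm38 from 110279068 to 110281097, had 5.59 ± 0.451 CPM (SD, n = 3) in TKO-2i and 1.28 ± 0.108 CPM (SD, n = 3) in TKO-serum, a log2 fold change of 2.13 (standard error 0.12). Bmi1 (ENSMUSG00000026739), on chromosome 2 from 18677018 to 18686629, had 21.8 ± 1.92 CPM in TKO-2i and 11.0 ± 0.864 CPM in TKO-serum, a log2 fold change of 0.98 (standard error 0.09). Hoxc13 (ENSMUSG00000001655), on chromosome 15 from 102921103 to 102928814, had 10.4 ± 0.314 CPM in TKO-2i and 3.72 ± 0.283 CPM in TKO-serum, a log2 fold change of 1.47 (standard error 0.09). Tbx3 (ENSMUSG00000018604), on chromosome 5 from 119670669 to 119684724, had 245.9 ± 4.25 CPM in TKO-2i and 85.8 ± 1.87 CPM in TKO-serum, a log2 fold change of 1.52 (standard error 0.05). The adjusted p-values of Dio3, Bmi1, Hoxc13 and Tbx3 were 1.7e-06, 2.3e-05, 2e-06 and 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neurog3, whose promoter is shown with those of Hoxc12, Hoxc13 and Tbx3 in Figure 4H, had the opposite direction in these libraries. Neurog3 (ENSMUSG00000044312; chromosome 10, 62133090 to 62134763) had 40, 63 and 49 estimated counts in the TKO-serum replicates and 1, 0 and 1 in the TKO-2i replicates. Its log2 fold change was -5.94 (standard error 0.42, adjusted p = 5.7e-06 from the same test), and its level in TKO-2i was under the smallest CPM the libraries could show.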

To test whether these genes are regulated by 2i mediated signalling, we assayed their expression levels in mESCs with altered H3K27me3 levels; mESCs exposed to an inhibitor of the polycomb protein, EZH2 methyltransferase (EPZ6438), or through analysis of published expression data from polycomb regulatory complex mutant mESCs (*Eed^−^^/^^−^*) (53,54). We found that 2i induced genes, which lost H3K27me3 in WT, 3B3l and TKO mESCs, were not induced in these H3K27me3 perturbed serum cultured cells (Figure 5D; Supplementary information Figure S10), indicating that changes in expression of these genes are also direct consequences of 2i signalling and not due to changes in H3K27me3 deposition.

### Relationship between gene regulatory network and epigenetic landscape

A recent study has shown that the differential binding of a core network of the pluripotency factors Oct4, Sox2 and Nanog (OSN) is important in reaching ground state following 2i exposure (22). However, it is not known how the epigenetic landscapes at these key regulatory sites are related to factor binding events and establishment of specific gene regulatory networks. We first set out to elucidate how the transcriptional landscape at genes near differentially bound OSN sites is affected during 2i transition by identifying the nearest neighbouring gene (first gene within 10 kb of an elevated or reduced OSN site in 2i, referred to as distal elements) and analysed their expression changes in our cell panel. We discovered a similar number of distal genes that are induced and repressed near 2i specific OSN sites upon 2i conversion but observed a large reduction in transcription at distal genes where OSN factors are reduced in 2i, arguing that transcription from a subset of genes is linked to binding of distal factors (Figure 6A and Supplementary information, Figure S11a). When we rank 2i driven changes in gene expression at these distal genes in WT J1 mESCs (i.e. log_2_ FC J1-serum > J1-2i, Supplementary Figure S11a), we observe similar transcriptomic changes following 2i conversion in WT J1, 3B3l and TKO mESCs (Figure 6A, Supplementary information, Figure S11a, b).

**Figure 6.**
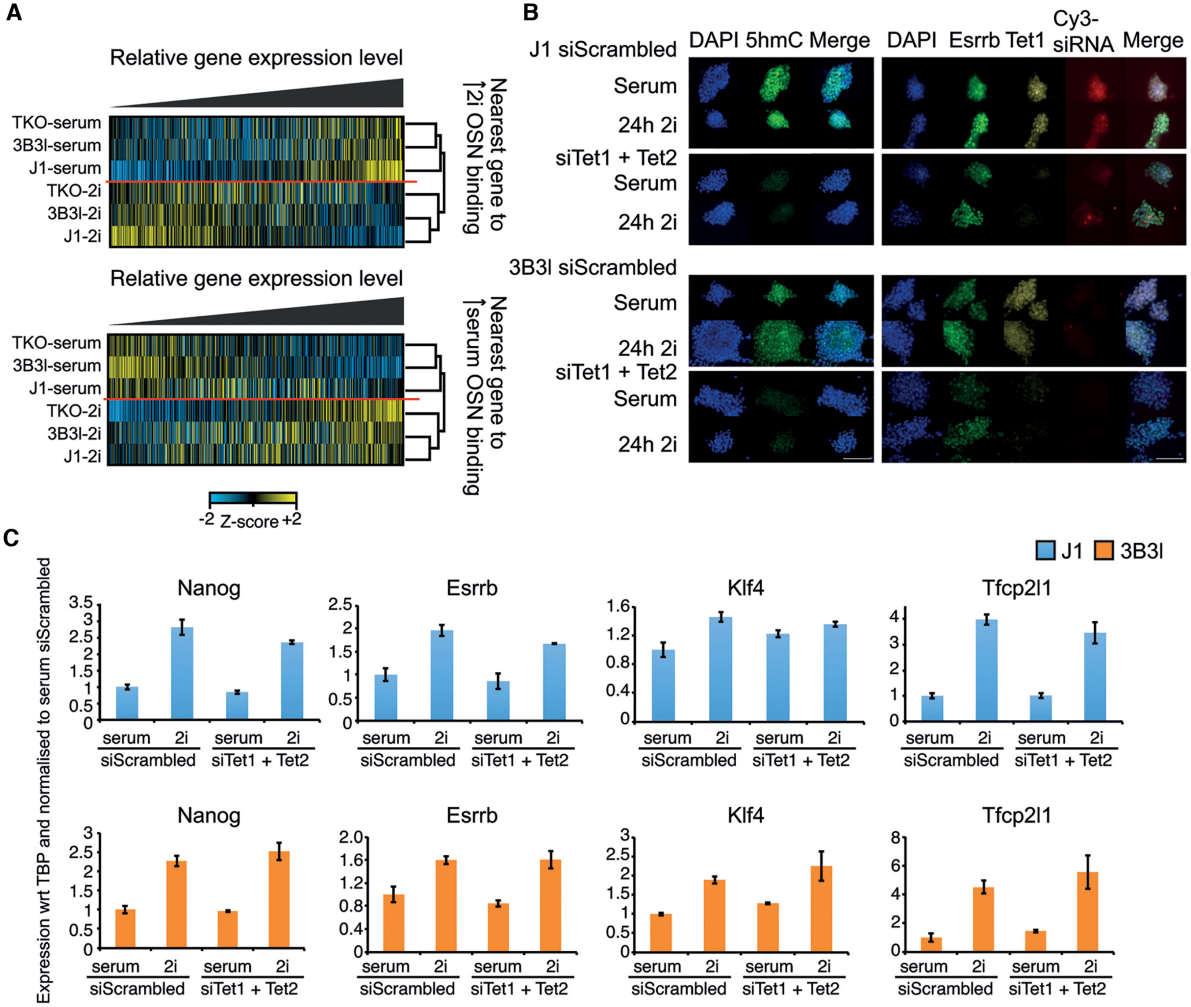
Relationship between, gene regulatory networks, epigenetic marks and culture conditions in mESCs. (**A**) *Z*-score normalised heatmaps ranked by relative expression level of the nearest gene to an OSN binding site (within ±10 kb) with increased binding in 2i (top) or increased binding in serum (bottom) for indicated cell lines. Hierarchical clustering groups by culture condition. (B, C) siRNA knockdown of Tet1 and Tet2 for indicated cell lines. (**B**) Immunocytochemistry for indicated cell lines. Scale bar is 100μm. Left: DAPI (blue), 5hmC (green) and merge. Right: DAPI (blue), Esrrb (green), Tet1 (yellow), Cy3-siRNA (red) and merge. (**C**) Expression analysis of indicated genes by RT-qPCR in J1–36 (blue) and 3B3l (orange) mESCs in 72 h serum or 48 h serum + 24 h 2i transfected with either scrambled siRNA or siRNAs for Tet1 + Tet2. Values represent mean ± S.D. of three technical replicates with respect to (wrt) to the housekeeping gene TBP (TATA Binding Protein), normalized to serum siScrambled values.

Enhancer elements and OSN binding sites are typically DNA hypomethylated, including in 3B3l mESCs. We therefore tested the hypothesis that active DNA demethylation could play a key role in the maintenance of this epigenetic state and that if perturbed would affect constitutively methylated mESCs to a greater degree than WT cells, potentially abrogating their ability to reach ground state. To do so we used an siRNA approach to reduce the levels of the DNA demethylation machinery members Tet1 and Tet2 in WT J1 and 3B3l mESCs cultured in serum or for 24 h in 2i (see Materials and Methods). Compared to scrambled siRNA controls, transfection of published siRNAs against Tet1 and Tet2 (Supplementary information, Figure S11c) was sufficient to reduce the 5hmC signal in these cells to undetectable levels by immunocytochemistry (Figure 6B) (55). This did not interfere with cell viability as evaluated by morphology, Esrrb staining or pluripotency marker expression assessed by qRT-PCR, indicating the 5hmC pathway was not required for the serum to 2i transition in WT J1 and 3B3l mESCs (Figure 6B, C).

## DISCUSSION

In this paper, we address some widely held assumptions regarding the epigenetic identity of ground state ES cells (56). Early observations reported that the transition of ES cells to ground state, dependent on ground state promoting signalling pathways, is accompanied by a reduction in DNA methylation levels (20,33). This major epigenetic state change, which also involves altered H3K27me3 deposition, was viewed as integral to the cells functional transition through gene expression changes (13). Surprisingly, however, this premise had not been fully tested. Our study reports three unexpected important new insights: the reduction in DNA methylation is not a prerequisite for ES cells to achieve the ground state transition; this global DNA hypomethylation does not lead to transcription alterations of the genes undergoing demethylation; and H3K27me3 redistribution induced by the reduction in DNA methylation does not lead to transcription changes of the genes affected, which are dependent on changes in transcriptional factor networks (22). Our conclusions obtained by a novel route of comparing serum to 2i transitions of wild type, hypomethylated and constitutively DNA methylated mESCs, are in alignment with work using PRC2 deficient mESCs that defined 2i induced transcription factor and proteomic changes respectively (22,23). These papers showed that PRC2 function is not required for mESC pluripotency, self renewal and the 2i transition. Significantly Van Mierlo *et al.* also observe in 2i cultured PRC2 deficient mESCs a relative increase in DNA methylation levels that appears to be due to enhanced protein expression of Dnmt3a, Dnmt3b and Dnmt3l (23). This observation again challenges the view that it is perturbation of the Dnmt1/Uhrf1 axis that is responsible for hypomethylation in 2i cultured mESCs (34). Consistent with a direct impact of PRC2 deficiency on DNA methylation levels in 2i cultured mESCs, hypermethylation is also observed at the CGI shores of a distinct class of bivalent genes in serum/LIF cultured PRC1/2 mutant mESCs (42). This implies that DNA methylation and Polycomb, two distinct epigenetic repression systems, have direct as well as indirect impacts on each other. Collectively our data and data from Van Mierlo *et al.* and Galonska *et al.* support the view that during the 2i transition changes in H3K27me3 and/or DNA methylation are secondary effects, which do not influence specific gene expression in 2i mESCs (22,23). These conclusions raise the question to what extent the epigenetic state of a cell defines its identity. In the case of embryonic stem cells the answer points to an epigenetic ground state that is decoupled from the pluripotency ground state, with both the gene regulatory network and the epigenetic network poised to interconnect at or after differentiation. Of relevance here is the previous suggestion that enhanced germline gene expression in ground state mESCs is primarily a consequence of global DNA hypomethylation (49). We tested this premise and found that patterns of gene expression including germline, are similarly dependent on 2i culture conditions, and occur independently of DNA methylation status. Our observations imply that global reduction of 5mC is not required for gene regulatory networks to orchestrate changes in transcription resulting in altered stem cell states. This is in line with the observation that in some species extensive reprogramming of DNA methylation in early embryogenesis is not observed (57,58).

### H3K27me3 regulated gene expression

All three mESC epitypes showed similar morphological changes, enhanced expression of pluripotency factors and signalling induced changes at a discrete set of H3K27me3 marked genes (e.g. *Tbx3*, *Hoxc12* and *Hoxc13*). 

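In the TKO RNA-seq libraries, 5 of the 6 naïve pluripotency factors of Figure 3C (Nanog, Klf2, Klf4, Tfcp2l1, Tbx3 and Esrrb), which the paper measured by microarray, were higher in TKO-2i than in TKO-serum. Tfcp2l1 (ENSMUSG00000026380; chromosome 1 of GRCm38, 118627945 to 118685168) had 981.6 ± 115.5 CPM (SD, n = 3) in TKO-2i and 251.5 ± 10.3 CPM (SD, n = 3) in TKO-serum, a log2 fold change of 1.96 (standard error 0.09). Klf4 (ENSMUSG00000003032; chromosome 4, 55527143 to 55532466) had 211.3 ± 10.2 CPM in TKO-2i and 121.1 ± 0.527 CPM in TKO-serum, a log2 fold change of 0.80 (standard error 0.05). Nanog (ENSMUSG00000012396; chromosome 6, 122707489 to 122714633) had 743.5 ± 38.3 CPM in TKO-2i and 489.9 ± 19.1 CPM in TKO-serum, a log2 fold change of 0.60 (standard error 0.06). The tested genes of chromosome 6 had a median log2 fold change of 0.41 in these libraries, and those with a mean CPM of at least 1, as Nanog has, a median of 0.50. Esrrb (ENSMUSG00000021255; chromosome 12, 86361117 to 86521628) had 844.3 ± 20.9 CPM in TKO-2i and 669.5 ± 10.6 CPM in TKO-serum, a log2 fold change of 0.33 (standard error 0.04). The adjusted p-values of Tfcp2l1, Klf4, Nanog and Esrrb were 3.8e-07, 4.3e-06, 2.7e-05 and 0.00021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Klf2 (ENSMUSG00000055148; chromosome 8, 72319033 to 72321656) had 337.6 ± 30.2 CPM in TKO-2i and 341.4 ± 20.5 CPM in TKO-serum, a difference smaller than the spread between replicates (log2 fold change -0.02, adjusted p = 0.87 from the same test), and its direction changed with the replicate left out. The paper also names Klf2 as the exception on its arrays, with a raised level in TKO and 3B3l cells in serum. Hoxc12 (ENSMUSG00000050328; chromosome 15, 102936757 to 102938609) rose from 0.547 ± 0.200 CPM in TKO-serum to 4.27 ± 0.107 CPM in TKO-2i, a log2 fold change of 2.99 (standard error 0.20, adjusted p = 4.4e-06 from the same test). Its neighbour Hoxc11 (ENSMUSG00000001656; chromosome 15, 102954427 to 102957708) had 3, 0 and 2 estimated counts in the TKO-serum replicates and 52, 61 and 70 in the TKO-2i replicates.

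**Figure D1:**
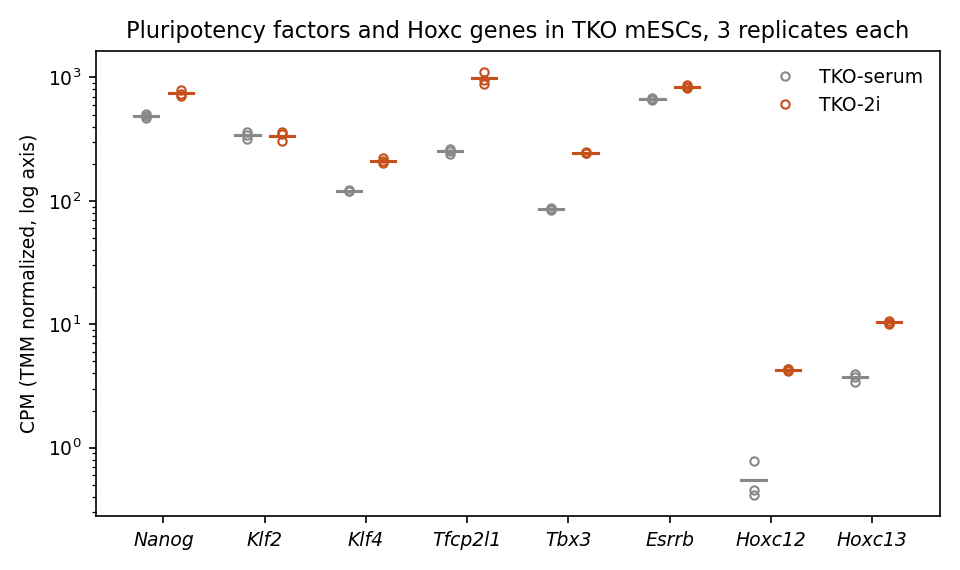
CPM, normalized by TMM (y axis, log scale), of the naïve pluripotency factors, Hoxc12 and Hoxc13 (x axis) in TKO-serum and TKO-2i; open points are the 3 replicates of each condition and lines their means. The conditions overlap for Klf2, and for the other 7 genes every TKO-2i replicate lies above every TKO-serum replicate.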

Notably, expression of these H3K27me3 marked genes was not activated in serum in the absence of polycomb repression. This agrees with our recent work on the identification of DNA methylation mediated changes in chromatin compaction that occurs when WT mESCs are shifted from serum to 2i growth conditions (24). Chromatin decompaction at polycomb marked regions is prevented in 3B3l-2i mESCs when global DNA methylation is maintained, but inhibition of decompaction also does not appear to have phenotypic consequences. Similarly, polycomb dependent chromatin compaction in hypomethylated TKO cells is predicted to be already altered in serum conditions, but, as we have shown, does not significantly impact on the ability of these cells to transition to a ground state under 2i conditions. These observations support the idea that DNA methylation and polycomb processes are not instrumental for the transition of mESCs to a ground state (22,59). It is noteworthy that during early cleavage-stage mouse embryos, H3K27me3 is absent from promoters under hypomethylated conditions (42,60). It is only later that bivalent domains (H3K4me3/H3K27me3) and topological associated domains are newly established in the inner cell mass/trophectoderm, which constitutes the chromatin environment that supports the gene regulatory networks necessary for subsequent development (60,61). Our results widen the impact of the observation that H3K27me3 is dispensable for repression of bivalent genes and *de novo* silencing in 2i (22).

### DNA methylation regulated gene expression

Our data provide a set of core transcriptomic changes that occur independently of methylation in the conversion of mESCs to the ground state. Despite hypomethylated TKO-serum mESCs showing some intermediate gene expression states, they firmly cluster with WT-serum mESCs and have no less requirement for 2i signalling for conversion to a uniform ground state. Our orthologous experiments demonstrate that constitutive DNA methylation is also not an impediment to 2i adaptation. The impact of DNA methylation loss at promoter regions is relatively restricted here, but even at bona fide methylation dependent genes (*Dazl* and *Fkbp6*), their induction in 2i conditions occurs independently of whether their promoters are constitutively hypomethylated or methylated. The promoter methylation that can be directly overridden in mESCs contrasts with observations of its inhibitory effect in somatic cells to date, and needs further investigation of these different cellular contexts (52). Changes in retrotransposon expression in response to hypomethylation or 2i signalling are not dramatic in contrast to retrotransposon derepression in hypomethylated somatic cells, or mESCs defective in *Setdb1*-dependent histone methylation (29,50,51). Tellingly, neither *Prdm14* inactivation in WT cells, nor its overexpression in TKO mESCs affects 2i mediated transition to the naïve state (35). *Prdm14^−^^/^^−^* mESCs in 2i exhibit global levels of DNA methylation comparable to WT mESCs cultured in serum, which offers strong support that *Prdm14* is a key driver of DNA demethylation in 2i cultures, and not inhibition of Dnmt1 activity by a deficiency of UHRF1 and H3K9me2 factors (20,26,34). Analysis of changes in gene subsets related to stem cell maintenance and cell fate commitment in microarray data from *Prdm14*^−/−^ and WT mESCs in 2i with hierarchical clustering of these datasets are in complete agreement with the present study suggesting that the role of Prdm14 in antagonising FGFR signalling and repression of *de novo* Dnmt enzymes maybe incidental to ground state conversion (20). The characteristic changes that 3B3l mESCs undergo in 2i in terms of morphology, pluripotency marker homogeneity and gene expression changes in stem cell maintenance and cell fate commitment gene subsets supports this view. This indicates that serum/LIF associated patterns of DNA methylation and H3K27me3 are compatible with the 2i state. In addition, OSN enhancers associated with canonical Wnt and ERK signalling pathways appear to function equivalently in all three epitypes and in the case of 3B3l mESCs did not depend on Tet mediated demethylation for activity in 2i conditions. We conclude that reorganisation of core pluripotency factors in 2i is independent of the global epigenetic (DNA methylation and H3K27me3) state of the cells.

Our results raise new hypotheses regarding the role of DNA methylation and PRC2 (Polycomb Repressive Complex 2) in the 2i transition. In the blastocyst embryo, the early ICM state exists during a short-lived window in the lead-up to embryonic differentiation or the derivation of mESC lines, which are thought to acquire late epiblast characteristics in *in vitro* cultures (9). This is accompanied by higher levels of DNA methylation, more restricted *Prdm14* expression, fluctuating pluripotency gene expression and emergence of differentiation marks and heterochromatin maturation marks as well as a shorter cell cycle time (10,62). From this perspective, the conversion of serum mESCs to 2i conditions can be regarded as a reprogramming of these cells to an earlier pluripotent state, which does not maintain these late markers, but their presence is not a hindrance to regaining a 2i mediated ground state. This may be especially relevant to redefining the hallmarks of naïve pluripotency in other mammals that may have distinct developmental epigenetic reprogramming patterns (14). In mouse early preimplantation embryos, a state of low DNA methylation is actively and passively maintained through mechanisms of DNA demethylation, Dnmt1 exclusion, cell division, and Prdm14 expression, while chromatin is dynamic and more dispersed (60,61,63). The organisation of condensed chromatin domains and chromocenters appears after implantation and also in epiblast stem cells, for which DNA methylation is required (63).

We propose that global hypomethylation is a consequence of transcriptional and signalling changes in 2i medium, but is not essential for adaptation of mESCs to the ‘transcriptional ground state’ as defined by core transcription changes that occur irrespective of methylation in the conversion of mESCs to the ground state. This implies that signalling induced gene regulatory networks, and not epigenetic mechanisms, dominate to regulate transcriptional changes required for mESCs to achieve ground state. This is compatible with studies showing that inactivation of many epigenetic regulators (*Ezh2*, *Eed*, *Dnmt1*, *Uhrf1*, *Ring1b*, *G9a*, *Glp*, (*Suv39h1* and *Suv39h2*), *Jarid1b* and *Tet1–3*) is compatible with development up to blastocyst stages and derivation of self-renewing mESCs but incompatible with later stages of development when pluripotency networks are attenuated and alternative differentiation associated GRNs are prominent (64). It is clear that altered patterns of DNA methylation and polycomb in the naive state do not define its identity through gene regulation but may reflect genomic reprogramming to earlier patterns present in pre-blastocyst embryos, with 2i conditions reversing chromatin transitions that may develop into the epigenetic control of gene expression in differentiated cells. A key question is, when do these repressive epigenetic pathways become operational and possibly outweigh signalling cues, and what roles do these early transitions play in subsequent differentiation to stable somatic lineage identities. It is plausible that this is linked with core transcription factor changes enabling essential regulatory roles for epigenetic processes in coordinating and maintaining differential patterns of gene expression.

## DATA AVAILABILITY

Data generated or used in this study can be found NCBI GEO series accession numbers:

- J1 serum/2i MeDIP-seq & 3B3l serum/2i MeDIP-seq: GSM1865089, GSM1865091, GSM2700270, GSM2700271, GSM1865090 & GSM1865092
- WT serum/2i H3K27me3 ChIP-seq GSE23943
- 3B3l serum/2i H3K27me3 ChIP-seq: GSM2700276, GSM2700277
- TKO serum/2i H3K27me3 ChIP-seq: GSM2700278, GSM2700279, GSM2700284 & GSM2700285
- J1, TKO and 3B3l serum/2i gene expression data (microarray): GSE72302
- J1 and 3B3l serum/2i gene expression (RNA-seq): GSE121171
- TKO gene expression (RNA-seq): GSE130686
- EPZ gene expression: GSE101928.

## Supplementary Material

gkaa529_Supplemental_Files Click here for additional data file.

# Supplementary material for: Activation of transcription factor circuity in 2i-induced ground state pluripotency is independent of repressive global epigenetic landscapes
**Source:** Nucleic Acids Res. 2020 Jun 25;48(14):7748–66. doi: 10.1093/nar/gkaa529
**Supplement:** gkaa529_Supplemental_Files

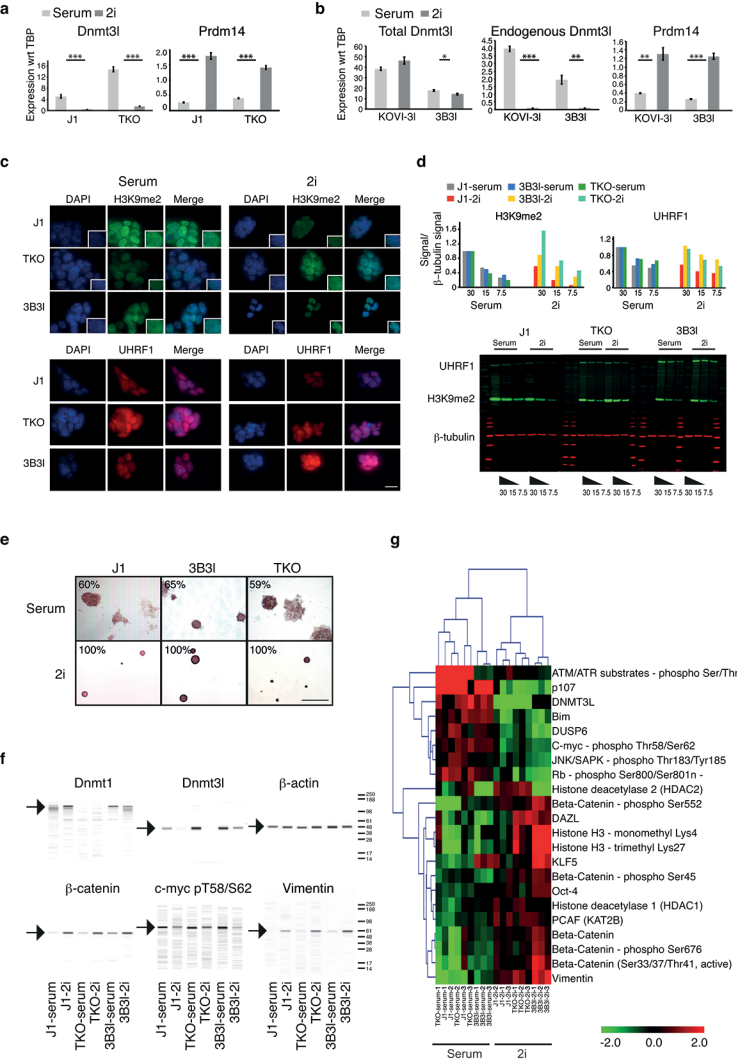

## Figure S1: Cell line derivation and characterisation of J1, TKO and 3B3I mESCs in response to 2i culturing

**a**, Expression analysis of indicated genes by RT-qPCR in TKO and J1 mESCs cultured in serum (light grey) and 2i (dark grey) for 2 weeks. Values represent mean  $\pm$  S.E. of gene expression wrt (with respect to) the housekeeping gene TBP (TATA Binding Protein) \*  $p < 0.001$ , (unpaired t-test).

**b**, Expression analysis of indicated genes by RT-qPCR in KOVI-3I and 3B3I mESCs cultured in serum (light grey) and 2i (dark grey) for 2 weeks. Values represent mean  $\pm$  S.E. of gene expression wrt the housekeeping gene TBP. \*  $p < 0.05$ , \*\*  $p < 0.005$ , (unpaired t-test).

**c**, Immunocytochemistry of indicated cell lines showing (top) DAPI (blue), H3K9me2 (green) and merge or (bottom) DAPI (blue), UHRF1 (red) and merge. Scale bar is 20 $\mu$ M.

**d**, Fluorescent western blots showing H3K9me2 and UHRF1 levels relative to  $\beta$ -tubulin and subtracted for local mean background. Bar-charts show a representative quantification of a dilution series of protein 30, 15 or 7.5  $\mu$ g with corresponding western blots shown below.

**e**, Representative images of alkaline phosphatase (AP) staining for indicated cell lines. Numbers indicate the percentage of colonies homogeneously stained for AP in the given condition.

**f**, Representative DigiWest blots showing levels of indicated proteins for indicated mESC lines and culture conditions.

**g**, Hierarchical clustering (Euclidean distance) and heatmap representing analytes deemed significant ( $P$  value  $< 0.005$ ) after two-factor ANOVA was performed on DigiWest results.

**a****b****c**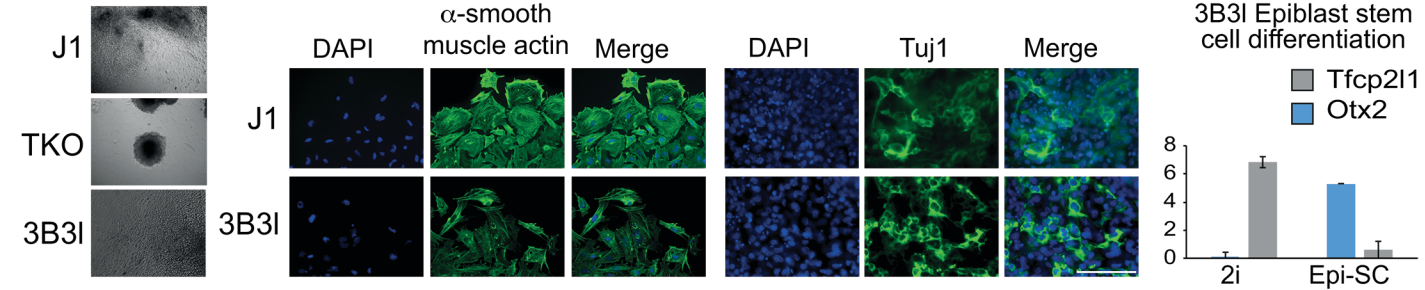

**Figure S2: Embryoid bodies generated from J1, TKO and 3B3I mESCs**

**a**, Images of embryoid body outgrowths of indicated cell lines. **b**, Images showing DAPI (blue),  $\alpha$ -smooth muscle actin and Tuj1 (green) and merged images of indicated cell lines, scale bar 100  $\mu$ m. **c**, Expression analysis of indicated genes by RT-qPCR for 3B3I-2i or 3B3I Epi-SC cells, values represent mean  $\pm$  S.E. of expression wrt TBP from 3 technical replicates.

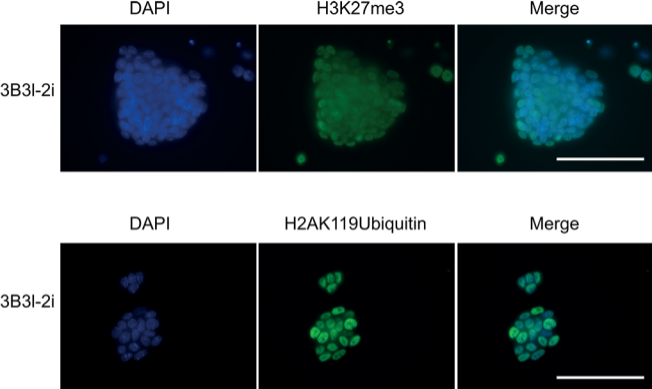

**Figure S3: Epigenetic state of heterochromatin in 3B3I mESCs in 2i.**

ICC of H3K27me3 (green) and H2AK119Ubiquitin (green) in indicated cells with DAPI (blue) and merge (turquoise represents overlapping signal), scale bar 100 $\mu$ m.

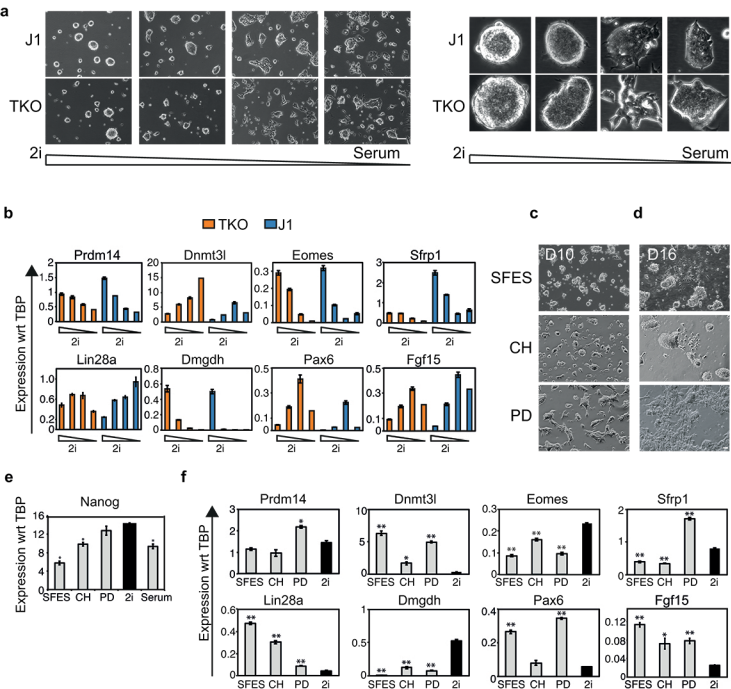

**Figure S4: 2i titration and effect of individual inhibitors on J1 and TKO mESCs**

**a**, Morphology images of J1 and TKO cells cultured in either 2i, 1/2 2i, 1/4 2i or Serum. The panel on the right represents 'zoomed-in' images of a representative colony for each condition. Scale bar 100µm. **b**, Expression analysis of indicated genes by RT-qPCR in TKO (orange) and J1 (blue) mESCs in 2i, 2i (1:2), 2i (1:4) and serum for 2 weeks. Values represent mean  $\pm$  S.E. of gene expression wrt the housekeeping gene TBP (TATA Binding Protein). **c-d**, TKO cells were cultured in SFES (2i basal media + LIF) with no inhibitors or with 2i or 1i (CH or PD) as indicated. Morphology images of indicated cells after 10 and 16 days in culture, scale bar 100µm. **e**, Expression analysis of Nanog by RT-qPCR after 10 days in culture, values represent mean  $\pm$  S.E. \*  $p \leq 0.002$  compared to TKO-2i (unpaired t-test). **f**, Expression analysis of indicated genes by RT-qPCR, values represent mean  $\pm$  S.E. \*  $p \leq 0.02$ , \*\*  $p \leq 0.0005$  (unpaired t-test) compared to TKO-2i. Experiment was done as biological and technical triplicates; representative dataset shown.

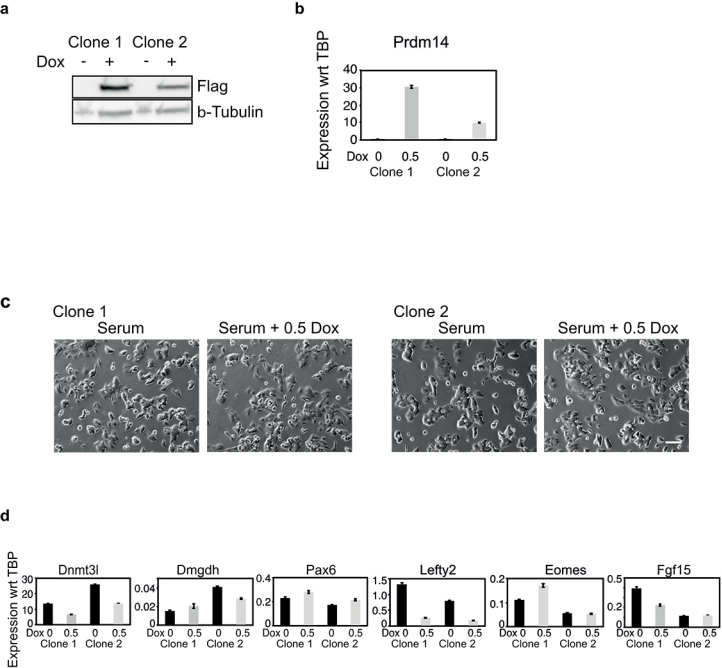

**Figure S5: Over-expression of Prdm14 in TKO mESCs**

**a**, Western blot analysis of whole cell protein extract from 2 independent clones of TET-ON-Flag-Prdm14-TKO cells following doxycycline (0.05 mg/ml) induction for 14 days. Blots were probed with M2-anti-Flag antibody to check for induced Prdm14,  $\beta$ -tubulin was used as loading control. **b**, RT-qPCR of Prdm14 to confirm overexpression, values represent mean  $\pm$  S.E. of expression wrt TBP from 3 technical replicates \*  $p < 0.0001$  (unpaired t-test). **c**, Morphology images of TET-ON-Flag-Prdm14-TKO cells +/- doxycycline treatment, scale bar 100 $\mu$ m. **d**, RT-qPCR for indicated genes Prdm14-TKO mESCs. Values represent mean  $\pm$  S.E. of expression wrt TBP of 3 technical replicates. \*  $p < 0.02$ , \*\*  $p < 0.002$  (unpaired t-test).

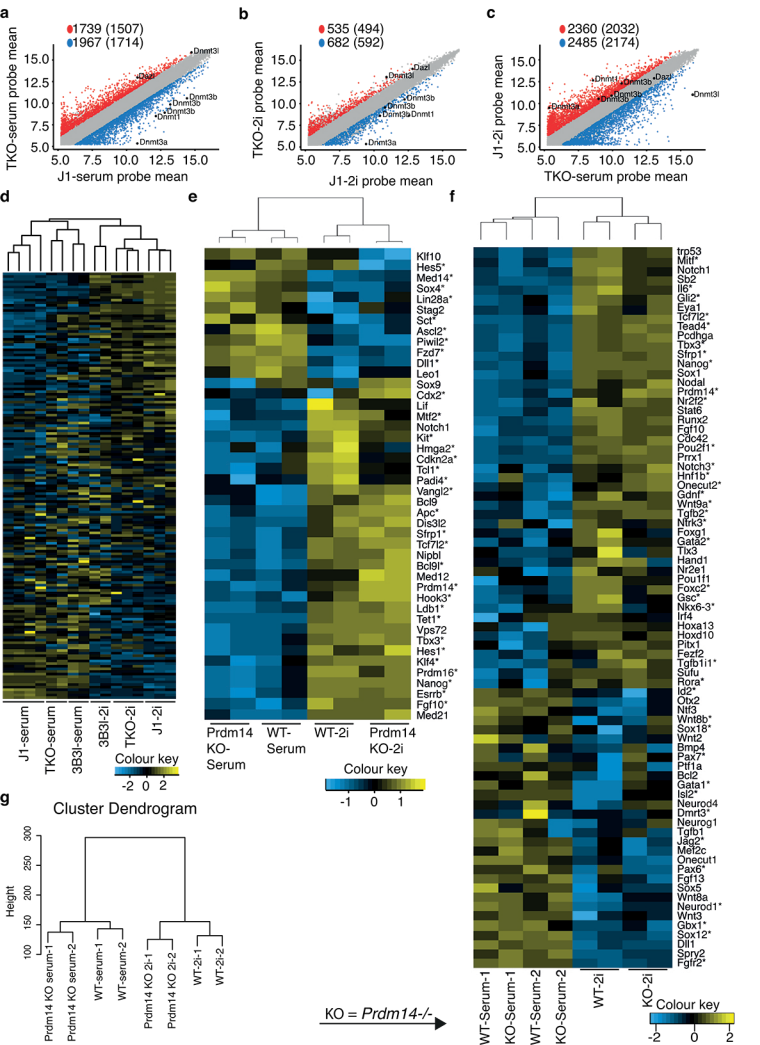

**Figure S6: Expression array analysis of J1, TKO, WT and Prdm14<sup>-/-</sup> (KO) cells in serum and 2i.** Prdm14 WT and KO Data is a subset of GEO Series GSE42580.

**a-c**, Scatter plot of probes (genes) shown as log2 expression values, red and blue dots indicate differentially expressed probes ( $FC \geq 2$ ,  $p \leq 0.05$ ) and grey dots = unchanged expression. Selected genes have been highlighted to illustrate the difference between the two cell types. Numbers on top represent differentially expressed probes; numbers in parenthesis represent the equivalent number of genes **a**, TKO-serum versus J1-serum **b**, TKO-2i versus J1-2i **c**, J1-2i versus TKO-serum. **d**, Heatmap for all the probes related to the GO term 'Stem Cell Maintenance' in indicated cell types. **e**, Heatmap representing expression levels of stem cell maintenance genes differentially expressed ( $FC \geq 1.5$ ) in either WT or Prdm14<sup>-/-</sup> mESCs in 2i compared to their serum counterparts. **f**, Heatmap representing expression levels of cell fate commitment genes differentially expressed ( $FC \geq 2$ ) in WT cells in 2i compared to serum conditions. \* Indicates genes overlapping with datasets of present study. **g**, Hierarchical clustering of the expression array data including all the probes (Euclidean distance and Ward.D2 method).

**e**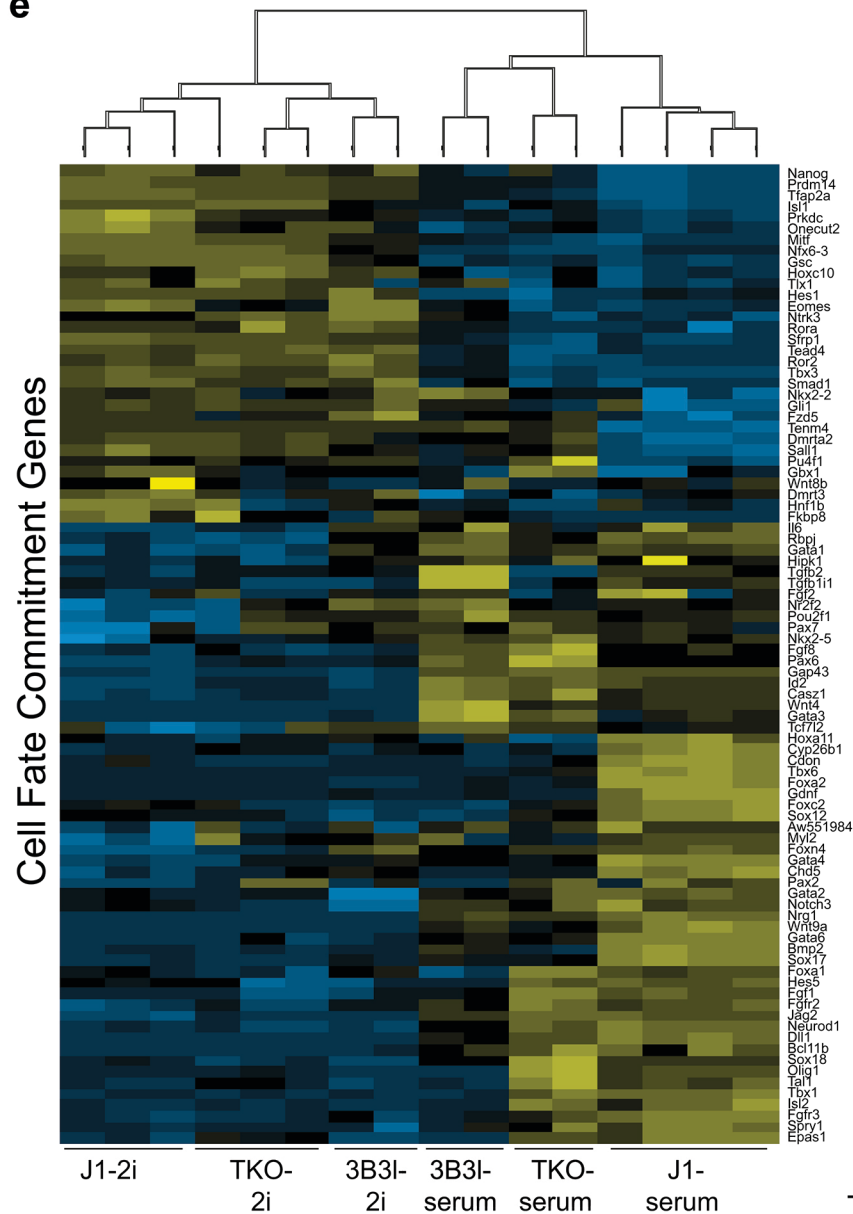**f**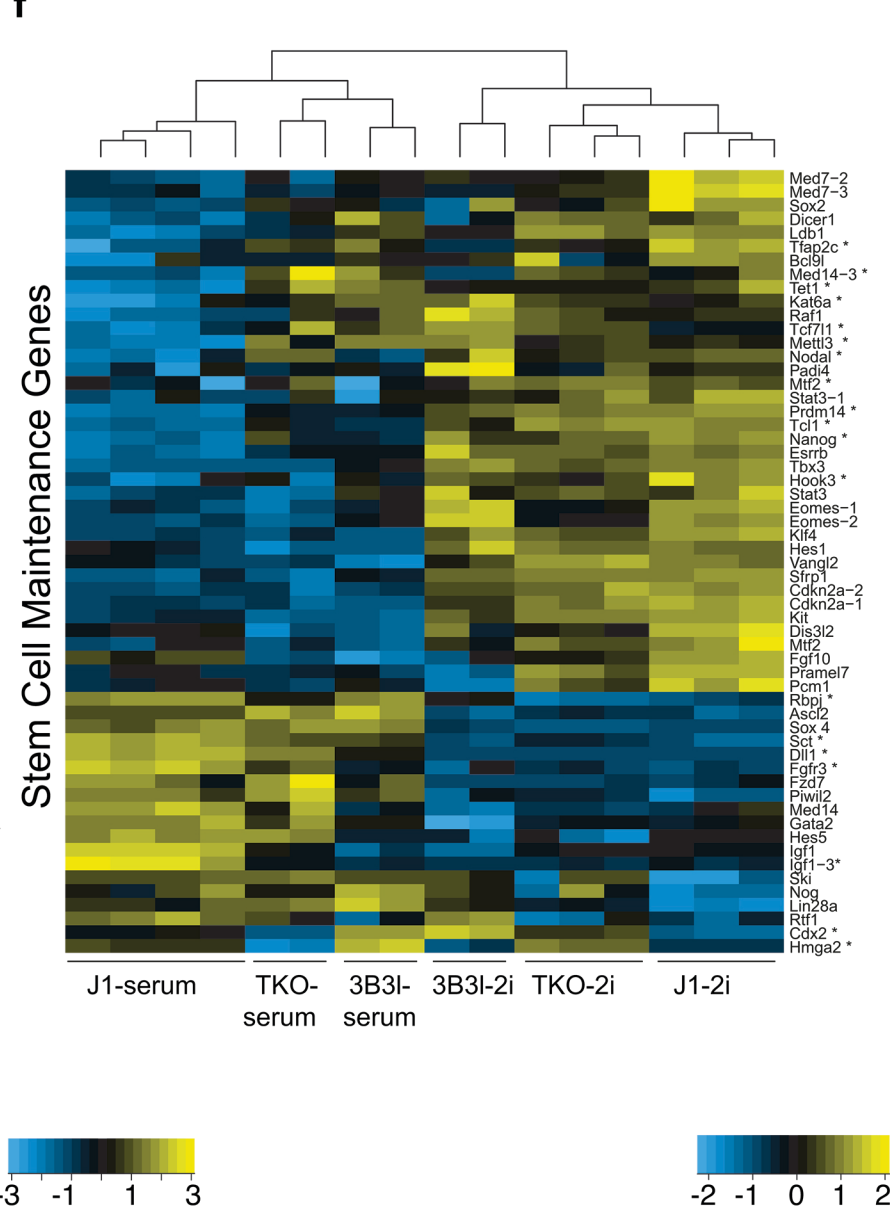

**Figure S7 derived from Fig. 3. Gene expression changes in mESCs upon culturing in 2i e-d.**

A portion of Figure 3 was enlarged so that the gene names on the right can be read.

**e**, Heatmap representing expression levels of 'Cell Fate Commitment' genes differentially expressed ( $FC \geq 1.5$ ,  $p_{adj.} \leq 0.05$  eBayes (limma), Benjamini-Hochberg corrected) in J1-2i compared to J1-serum in indicated cells. \* marks genes which are differentially expressed ( $FC \geq 2$ ,  $p_{adj.} \leq 0.05$  eBayes (limma), Benjamini-Hochberg corrected) between TKO-serum and J1-serum. **f**, Same as e for 'Stem Cell Maintenance' genes.

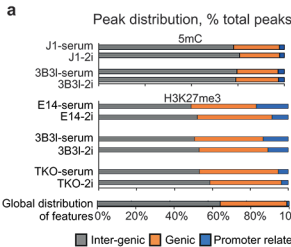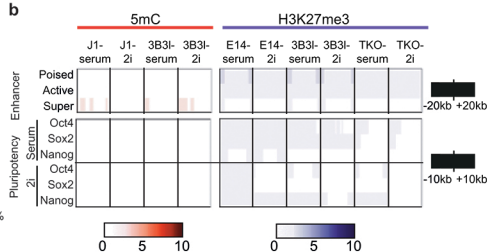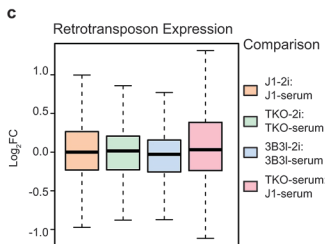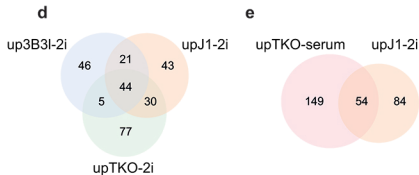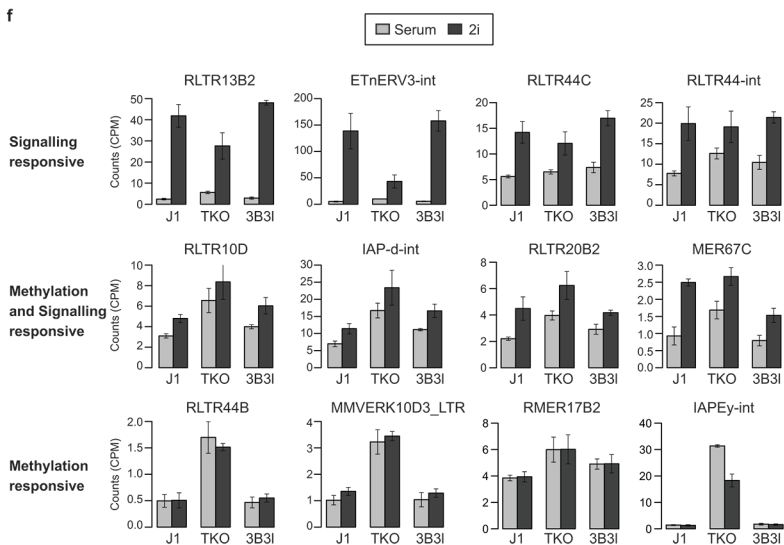

**Figure S8: Genome wide analysis of 5mC and H3K27me3 peak distribution in mESCs in serum and 2i.**

**a**, Plot of the distribution of 5mC and H3K27me3 peaks for indicated cell lines and conditions, promoters (TSS +/- 1kb: blue), genic (orange), inter-genic (grey). **b**, Heatmap indicating 5mC (red) and H3K27me3 (purple), levels; 0-10, see scale, for indicated cell lines and conditions across pluripotency transcription factor binding elements, Oct4, Sox2 and Nanog, +/- 10kb. **c**, Boxplot showing changes in the abundance (Log2FC: log2 fold change) of retrotransposon RNAs (LINE, SINE and LTR Repeatmasker classes) in the indicated comparisons between cell lines and conditions. **d-e**, Overlaps between sets up retrotransposons upregulated (logFC > 0 and FDR < 0.05) in the indicated comparisons. **f**, Behaviour of selected retrotransposon RNAs between the indicated cell lines and conditions. Mean RNA abundance (CPM, counts per million mapped reads) and standard deviation between three replicates for each sample are indicated. Signalling responsive retrotransposons are upregulated in 2i in J1, TKO and 3B3l cells, i.e. regardless of the methylation state of the cell line. Methylation responsive retrotransposons are upregulated in hypomethylated (TKO) mESCs in serum relative to J1 mESCs in serum, but not in 3B3l cells in response to 2i. Retrotransposons responding to 2i conditions and to the methylation state of the cell are upregulated in 2i in J1, TKO and 3B3l cells, but the level of retrotransposon expression is affected by the methylation state of the cell (i.e. upregulated in TKO cells relative to 3B3l cells). Some of the retrotransposons identified in this analysis (RLTR13B2::EtnERV3-int, RLTR44C::RLTR44-int, RLTR10D::lAP-d-int) correspond to long terminal repeats and their cognate adjacent internal sequences that they can be found flanking in the mouse genome.

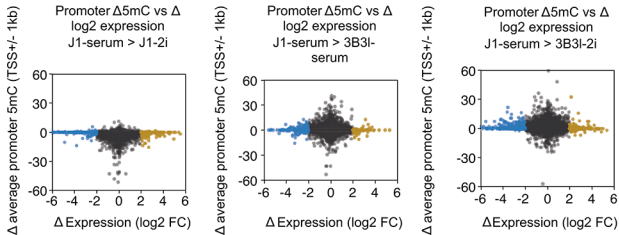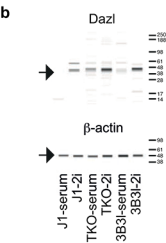

**Figure S9: Analysis of relationship between gene expression changes and locus specific 5mC levels.**

**a**, Scatter plots of change in average promoter 5mC levels against change in gene expression (log2 fold change) for indicated cell lines and culture conditions. Blue = downregulated genes, yellow = upregulated, grey = no change. **b**, Representative DigiWest Blot for Dazl and  $\beta$ -actin in indicated cell lines and culture conditions.

enes with exp ↓ & H3K27me3 ↑ in  
all 3 5mC epitypes Serum > 2i

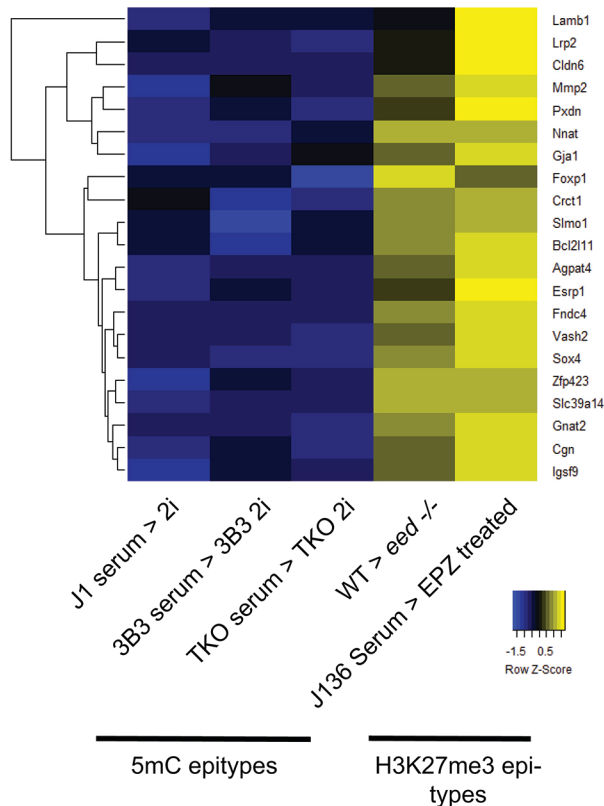

By comparison cell types in which the polycomb machinery are perturbed (WT mESC in serum vs *eed*<sup>-/-</sup> cells in serum) or inhibited (J136 mESC in serum vs J136 mESC treated with EP26438) do not show similar gene expression changes. Plots show data over serum to 2i gene expression gains/H3K27me3 losses (top) or over serum to 2i gene expression losses/H3K27me3 gains (bottom). Yellow: relative elevation in gene expression, blue: relative reduction in gene expression.

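The lower heatmap of Figure S10 names 21 genes, which the paper chose for a lower expression in 2i in all epitypes, TKO included. The text does not name the expression platform of that choice, so these libraries cannot be taken as independent evidence of the direction. In the TKO RNA-seq libraries all 21 had a lower expression in TKO-2i than in TKO-serum, and all 21 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. H3K27me3 and the polycomb-perturbed cells were not analysed here. Slmo1 is annotated as Prelid3a in GENCODE M21. The median log2 fold change of the 21 genes was -2.66, and they ranged from -5.13 for Crct1 to -1.35 for Prelid3a. Esrp1 (ENSMUSG00000040728; chromosome 4 of GRCm38, 11331933 to 11386783) had 63.3 ± 1.59 CPM (SD, n = 3) in TKO-serum and 1.85 ± 0.172 CPM (SD, n = 3) in TKO-2i, a log2 fold change of -5.09 (standard error 0.08, adjusted p = 5.8e-09 from the same test). Lamb1 (ENSMUSG00000002900; chromosome 12, 31265234 to 31329644) had 211.1 ± 0.551 CPM in TKO-serum and 23.7 ± 1.72 CPM in TKO-2i, a log2 fold change of -3.15 (standard error 0.07, adjusted p = 1.6e-08). Crct1 was the lowest of the 21 genes, with 0.627 ± 0.124 CPM in TKO-serum, so the size of its fall is uncertain (standard error 0.62). With limma on log2(TPM + 1), the median of the 21 genes was -1.97.

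**Figure D2:**
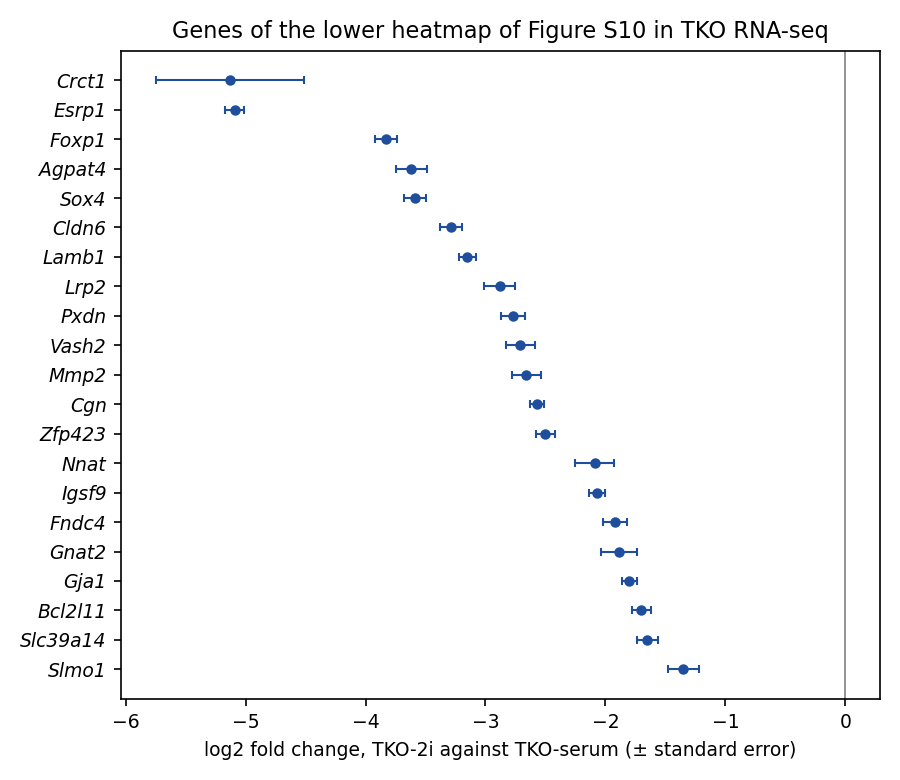
Log2 fold change of the 21 genes of the lower heatmap of Figure S10 between TKO-2i and TKO-serum (x axis), one gene per line with the paper's symbols (y axis); points are the estimates from 3 replicates per condition and bars the standard error. All points lie below 0, from -5.13 for Crct1 to -1.35 for Slmo1 (Prelid3a).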

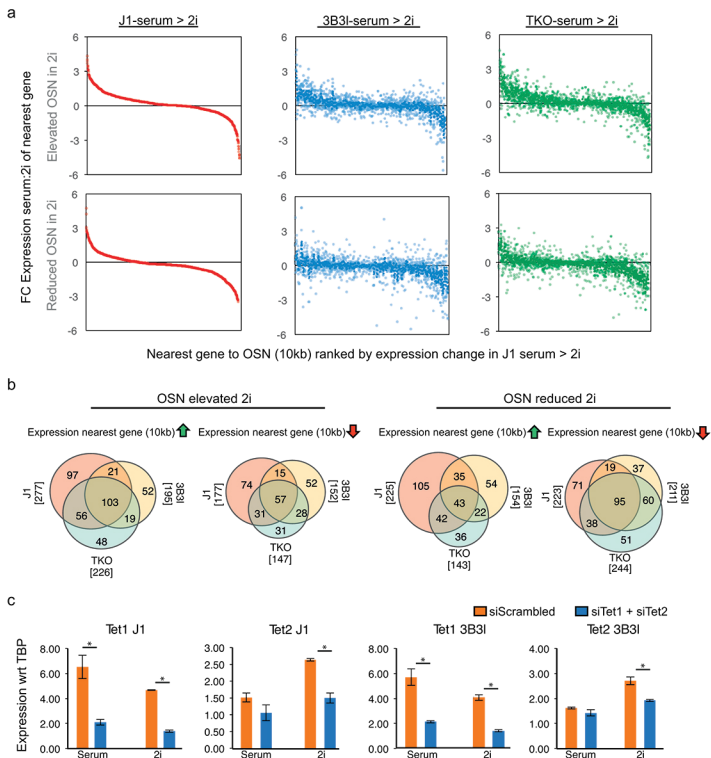

**Figure S11: Relationship between, transcript levels, epigenetic marks and culture conditions in mESCs.**

**a**, Scatterplots showing fold change gene expression 2i versus serum of the nearest gene within 10kb of an OSN site that has elevated OSN factor binding in 2i versus serum (top row), or reduced OSN factor binding in 2i versus serum (bottom row) for indicated cell lines. Data has been ranked by expression change in J1 serum versus 2i. Patterns of expression change (2i-serum) are similar at genes nearest an OSN gained or lost upon 2i transition; in all three cell lines. Serum and 2i specific OSN sites are taken from published datasets (see methods). **b**, Venn diagrams showing the overlap for indicated cell lines of the same gene set as in panel A. The left panel shows OSN sites that have increased binding of OSN factors in 2i, where this corresponds to an increase in gene expression of the nearest gene within 10kb (left) and where this is coincident with reduced gene expression (right). The right panel shows OSN sites that have reduced binding of OSN factors in 2i relative to serum, where gene expression of the nearest gene within 10kb either increases (left) or is reduced (right). **c**, Expression analysis of indicated genes by RT-qPCR in J1 and 3B3I mESCs in 72h serum or 48h serum + 24h 2i transfected with either scrambled siRNA (orange) or siRNAs for Tet1 + Tet2 (blue). Values represent mean  $\pm$  S.E. of 2 biological replicates, which consist of three technical replicates each with respect to (wrt) the housekeeping gene TBP (TATA Binding Protein). \* $p < 0.05$  (unpaired t-test).

# Supplementary material for: Activation of transcription factor circuity in 2i-induced ground state pluripotency is independent of repressive global epigenetic landscapes
**Source:** Nucleic Acids Res. 2020 Jun 25;48(14):7748–66. doi: 10.1093/nar/gkaa529
**Supplement:** gkaa529_Supplemental_Files

Supplementary information includes:

- 11 Supplementary figures and legends
- 3 Supplementary tables:

Table S1: List of primer and siRNA sequences

Table S2: List of antibodies

Table S3: MIQE guidelines

- 2 Datasets:

Dataset 1: Affymetrix expression array data and GO term analysis

Dataset 2: Luminex reads, Digiwest protein analysis

- 1 word document with supplementary table legends

# Supplementary material for: Activation of transcription factor circuity in 2i-induced ground state pluripotency is independent of repressive global epigenetic landscapes
**Source:** Nucleic Acids Res. 2020 Jun 25;48(14):7748–66. doi: 10.1093/nar/gkaa529
**Supplement:** gkaa529_Supplemental_Files

**Supplementary Table and Dataset Legends**

**Table S1:** List of primers utilised for RT-qPCR and bisulfite-PCR. All RT-qPCR primers span at least one intron except for FlagDnmt3l. Primer specificity was determined by NCBI Primer-Blast software.

**Table S2:** List of antibodies used for immunocytochemistry, western blotting, ChIP and DigiWest analysis.

**Table S3:** Details of MIOQE guidelines

**Dataset 1:** **Affymetrix expression array data of the cells profiled in this study.**

Table includes Log_2_ expression values for each probe in indicated cell types. Also lists of differentially expressed genes (FC ≥ 2, p < 0.05) are indicated along with GO term enrichment analysis using Panther gene analysis tools (pantherdb.org). Also probes related to the GO term: ‘Stem Cell Maintenance’ (SCM) and the GO-term: ‘Cell Fate Commitment’ (CFC) are listed.

See Excel file.

**Dataset 2:** **DigiWest data from cells profiled in this study.** DigiWest measurements were performed on total cell lysates. Peaks detected at the expected molecular weight were integrated and the determined values are listed for all used antibodies. See Excel file.

How the deposited data were processed for this re-analysis (not part of the article)

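RNA-seq libraries of TKO mESCs, 3 cultured in serum and 3 in 2i, were analysed. The sample labels give the genotype, the medium and the replicate number of each library, and the paper gives the inhibitor doses and the 14 days in 2i. Libraries of J1, 3B3l and other cells, and the methylation, chromatin and array experiments, were not analysed here, apart from the array values in the rows of Dataset 1 that were used for comparison.

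The authors deposited, for each library, the estimated count of reads and the TPM of each mouse transcript, with their lengths and effective lengths. The columns are those of salmon, and neither the paper nor its supplements, as far as they were searched, name salmon, its version or its index. The authors' estimated counts are not normalized and are mostly not whole numbers, since reads shared by several transcripts are divided between them, and 85.1% to 85.8% of the values above 0 in a library are not whole. The TPM values deposited by the authors are scaled for transcript length and to a fixed sum per library. The paper's RNA sequencing methods describe Tophat V2 on mm10, RPKM and DEseq. Its retrotransposon methods refer to an earlier publication (24), which was not used here, for the processing of the J1, TKO and 3B3l libraries, and use edgeR on repeat counts. The Tophat alignment and the repeat counts cannot be repeated from values per transcript. Dividing shared reads affects genes with near-identical copies, such as Zscan4, Usp17l and the predicted-gene clusters, more than other genes.

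Transcripts were matched by identifier to GENCODE M21 (GRCm38, the build of mm10). Between 0.0473% and 0.0643% of the estimated counts of a library lay on transcripts that were not matched and were left out. Estimated counts were summed per gene, rounded, filtered with filterByExpr and normalized by TMM in edgeR 4.0.16 (R 4.3.3). The fit had the condition as its only factor, and TKO-2i was tested against TKO-serum with glmQLFit and glmQLFTest and Benjamini-Hochberg adjustment. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. CPM values were computed from the TMM-normalized library sizes. Gene lists were compared with 10000 random lists matched on mean expression in 50 bins. Fold changes were set beside those of the paper's arrays for the genes of the 1341 probes of Dataset 1 that were at hand. Chromosome medians were taken over tested genes. Python 3 scripts used numpy, pandas and scipy.

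Total estimated counts lay between 43896549 and 46228700 in TKO-2i and between 38274042 and 51932739 in TKO-serum, with medians of 44180642 and 44827609. A gene with 3 counts has between 0.0579 and 0.0785 CPM. The biological coefficient of variation over all genes was 0.09. Genes under the filter were not tested. A comparison of 1 gene with the paper's arrays is not reported here. Intervals and floors cover counting error only, since PCR copies cannot be told apart.

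On simulated counts with the means, dispersions and library sizes of the real data, in which 200 of 18177 genes were changed, the edgeR fit recovered 166 genes (83%), all in the right direction, with 9 false calls. The fit with a replicate block recovered 164 of the 200 genes and DESeq2 recovered 164, with 10 and 24 false calls among the 18177 genes. The 200 genes were raised and lowered in equal numbers, and no effect of the replicate number was simulated. In the real data 62.5% of the tested genes passed the threshold, and most of the large changes were falls. The simulation therefore does not show how the normalization and the false calls behave under such wide and uneven change.

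The replicate numbers that pair the samples come from the sample labels. The fit with the replicate number as a block was an alternative. The other alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, counts from length-scaled TPM, limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1), protein-coding genes only, and each of the 6 samples left out in turn. For gene lists, members with a mean CPM of at least 1 were also taken alone, and for the arrays the brightest probe of each gene or genes with a mean CPM of at least 1. All were set before the data were examined. The named genes are those named in the paper's text and in Figures 3C, 4H, 5B, 5C, S4, S7 and S10, and the 5 largest rises and the 5 largest falls in log2 fold change among protein-coding genes with an adjusted p-value under 0.05, a mean CPM of at least 1 and no overlap between conditions.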

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

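The tests of the chromosome pattern other than its size, and both tests of the 2-cell-stage genes, were chosen only after the patterns were seen.

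Genes of chromosome 6 and of chromosome 11 shifted together between TKO-2i and TKO-serum, in genes the paper does not discuss. The 866 tested genes of chromosome 6 had a median log2 fold change of 0.41, and 69.7% of them were higher in TKO-2i. The 1399 tested genes of chromosome 11 had a median of 0.26, and 67.7% were higher. The medians of the other 18 chromosomes (autosomes and X) lay between -0.15 and 0.05. Each sample showed the shift. Against the mean of the serum samples, the chromosome 6 medians of TKO-2i replicates 1, 2 and 3 were 0.31, 0.34 and 0.32, and those of chromosome 11 were 0.26, 0.21 and 0.25. Among 10000 random groups of 866 genes from the other chromosomes, 0 had a median as high as chromosome 6.

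A candidate explanation is a gain of these chromosomes in part of the TKO-2i cells, or a loss in the TKO-serum cells. The size set beforehand for such a change, a median of at least 0.3 in the same direction in every sample, was reached by chromosome 6 at 0.41 and, over all tested genes, not by chromosome 11. An extra copy in every cell would give 0.58, and the medians over genes with a mean CPM of at least 1, 0.50 on chromosome 6 and 0.30 on chromosome 11, correspond to an extra copy in 82.8% and 46.2% of cells. A fit of log2 fold changes on GC content and transcript length removed none of the shift, with a chromosome 6 median of 0.41 after it. A few regions did not account for it either, since 86.7% of the 10 Mb windows of chromosome 6 had a median above 0.2. When the genes of chromosome 6 were divided into 4 equal groups by mean expression, the group with the lowest expression had a median of -0.12 and the others had medians of 0.23, 0.58 and 0.53. A response of chromosome 6 genes to 2i itself was not settled by the paper's arrays of J1 cells, which gave a median of 0.30 over 32 brighter genes of chromosome 6, as on chromosome 5 (0.30 over 25 genes), but 0.03 over the 55 chromosome 6 genes with a mean CPM of at least 1. On the arrays of TKO cells the same 55 genes had a median of 0.01, against 0.57 in the RNA-seq, and the 95 such genes of chromosome 11 had -0.02, against 0.28, which goes against a response to 2i shared by both sets of TKO cultures. Over the 55 chromosome 6 genes, the RNA-seq log2 fold change exceeded that of the TKO arrays by a median of 0.50. On chromosome 11 the excess was 0.34, so the test set for chromosome 6 alone was not decisive, and on the 12 remaining chromosomes with at least 20 such genes it was at most 0.18. DNA copy number was not measured, so a gain or loss of chromosomes cannot be told apart from an effect of the sequencing pools, which are not named for each library, or from another difference between the cultures used for arrays and for RNA-seq.

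Genes of the 2-cell stage were lower in TKO-2i. The Zscan4 family and several predicted-gene clusters were seen among the deepest falls, and 17 further genes that are known markers of 2-cell-like cells were then listed. Of the 14 that could be tested, 14 were lower in TKO-2i at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), with a median log2 fold change of -3.95. The smallest fall among the 14 was -2.60 (Usp17la). Of 10000 random lists matched on mean expression, 0 had a median as low, and their median was -0.33. Zfp352 had 1.36 ± 0.350 CPM (SD, n = 3) in TKO-serum and 0.0078 ± 0.0135 CPM in TKO-2i, and Duxf3 had 1.93 ± 0.146 CPM and 0.0227 ± 0.0394 CPM. Reads shared between near-identical copies did not account for the pattern, since Zfp352 and Tmem92, which have no such copy in the list, also fell, the smaller change being -3.15 for Tmem92. These values are consistent with a subset of TKO-serum cells that expresses such genes and is rare in TKO-2i (median -3.95), as a hypothesis. Bulk values cannot show whether few cells or all cells changed, and the sequencing pools could not be compared.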

How the results depend on the processing

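At an adjusted p-value under 0.05, the number of changed genes was 11361 and ranged from 9804 (at least 10 counts in every sample) to 12539 (replicate block) over the alternatives with all samples, and from 10152 to 12568 across the 6 fits that each left out one sample. At a fold change of at least 2, 4242 genes became 2729 with at least 10 counts in every sample and 1746 with limma on log2(TPM + 1). At an absolute log2 fold change above 2, 1671 genes became 2593 without a filter on low counts, 692 with at least 10 counts in every sample and 322 with limma on log2(TPM + 1), while the replicate block gave 1682. The filter on at least 10 counts in every sample removes genes that fell to near 0 in TKO-2i. More genes were downregulated than upregulated at both fold-change limits under every alternative run. At an adjusted p-value under 0.05 alone, the balance varied. The fit used here had 5804 genes higher and 5557 lower, and the replicate block 6444 and 6095. The counts were 4209 and 5839 with limma on log2(TPM + 1), and 5741 and 6380 without a filter on low counts.

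Over 4 splits of the 6 samples that part all same-numbered pairs, 1, the real split, gave as many genes as 11361. The other 3 gave 0 genes, with at most 36 genes at an unadjusted p under 0.05. The 6 splits that part a single pair also gave 0 genes, with at most 855 at an unadjusted p under 0.05. Each split other than the real one put samples of both conditions in both groups, so the difference between conditions widened the spread within groups. Their 0 genes were thus to be foreseen and do not measure false calls. With so few splits, the share cannot fall under 0.05. Library size did not account for the number, since 3 of the 3 TKO-2i totals lay inside the range of the TKO-serum totals. Across genes, log2 fold change correlated with GC content at a Spearman's rho of 0.104 and with transcript length at -0.086, genes not being independent replicates, so a small dependence on GC content cannot be excluded.

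The median absolute log2 fold change of changed genes, 0.73, was 0.85 without a filter on low counts, 0.61 with at least 10 counts in every sample, 0.51 and 0.75 with limma on log2(TPM + 1) and log2(TPM + 0.1), 0.65 with the replicate block, 0.65 for protein-coding genes only, and 0.71 to 0.82 across the 6 fits that each left out one sample.

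Dazl, Fkbp6, Tbx3, Hoxc12, Hoxc13, Dio3, Bmi1, Nanog, Klf4, Tfcp2l1 and Esrrb kept their direction and an adjusted p-value under 0.05 under all 15 alternatives. So did Neurog3 and Hoxc11 under all that tested them, since they were not tested when at least 10 counts were required in every sample. Klf2 had no stable direction. It was -0.17 with limma on either TPM scale, where it passed the threshold, and ranged from -0.08 to 0.06 across the 6 fits that each left out one sample.

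All 21 genes of Figure S10 kept their direction, except that 20 were tested with at least 10 counts in every sample; their median of -2.66 was -1.97 with limma on log2(TPM + 1). For the Cell Fate Commitment genes higher in J1-2i on the arrays, the median of 0.74 was 0.59 without a filter, 0.56 with at least 10 counts in every sample, 0.82 with length-scaled TPM counts, 0.50 and 0.70 with limma on log2(TPM + 1) and log2(TPM + 0.1), 0.60 for members with a mean CPM of at least 1, and 0.70 to 0.76 with a sample left out. For those lower in J1-2i, the median of -1.36 was -1.27 with at least 10 counts in every sample, -0.60 and -1.19 with limma on log2(TPM + 1) and log2(TPM + 0.1), -1.54 for members with a mean CPM of at least 1, and -1.36 to -1.25 with a sample left out. For the Stem Cell Maintenance genes higher in J1-2i, the median of 0.49 was 0.45 with at least 10 counts in every sample, 0.40 and 0.41 with limma on log2(TPM + 1) and log2(TPM + 0.1), 0.47 for protein-coding genes only, and 0.45 to 0.52 with a sample left out. For those lower in J1-2i, the median of -1.66 was -1.80 with at least 10 counts in every sample, -1.33 and -1.76 with limma on log2(TPM + 1) and log2(TPM + 0.1), and -1.71 to -1.49 with a sample left out. No list median changed sign under these alternatives.

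Across genes, Pearson's r between RNA-seq and array fold changes was 0.670, and 0.772 over genes with a mean CPM of at least 1, 0.768 with limma on log2(TPM + 1), 0.661 with the brightest probe of each gene and 0.638 to 0.655 with a sample left out. The chromosome 6 median of 0.41 was 0.39 with DESeq2's size factors and 0.36 to 0.41 with a sample left out, and the chromosome 11 median of 0.26 was 0.23 to 0.28 with a sample left out.

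Of 157 further named genes, 125 kept their direction and side of the threshold in each alternative that tested them. Over these genes and alternatives, 38 fits were weaker and 42 stronger, and 17 had the other sign, in 7 genes. None of the 7 passed the threshold in the fit used here. The estimates of Fgf2 (-0.30, standard error 0.25) and Cyp26b1 (-0.23, standard error 0.39) were uncertain rather than close to no change. With limma on log2(TPM + 1) and log2(TPM + 0.1), Fkbp8 was -0.07 on both scales, Hipk1 was -0.04 on both, and Hook3 was -0.25 and -0.28. With length-scaled TPM counts, Fgf2 was 0.11 and Hook3 -0.18, and with at least 10 counts in every sample Hook3 was -0.01. With a sample left out, Fkbp8 ranged from -0.03 to 0.20, Hipk1 from -0.04 to 0.14, Cyp26b1 from -0.61 to 0.03, Foxc2 from -0.20 to 0.08, Hook3 from -0.13 to 0.11 and Pcm1 from -0.07 to 0.15. The cause was not tested for any of these changes. The depth limits the genes under about the floor of 3 counts, such as Spink1 and Neurog3 in TKO-2i, for which the size of a fall is set by the prior count of the fit.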

Differences from the paper's values

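The paper's values here come from arrays and RT-qPCR of TKO cells, not from the RNA-seq libraries. At a fold change of at least 2 and an adjusted p-value of at most 0.05, 2839 genes were lower in TKO-2i, against about 1700 in the paper (Fig. 3B, array, read by eye). Of the alternatives set before the data were examined, at least 10 counts in every sample (1732), limma on log2(TPM + 1) (1171) and protein-coding genes only (2336) came within 1.5 times the paper's value, and the other 12 did not. For genes higher in TKO-2i at the same limits, the count was 1403, against about 1200 in the paper, which is within 1.5 times. Of the alternatives, only limma on log2(TPM + 1) (575) was outside that range.

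The log2 fold change of Fkbp6 was 0.71, against the paper's log2 ratio of about 2.3 (Fig. 5B, RT-qPCR, read by eye). None of the alternatives set before the data were examined closed the gap, with values from 0.56 to 0.80. For Dazl the log2 fold change was 1.71, and the paper's log2 ratio in the same figure was about 1.7. With limma on log2(TPM + 1) it was 1.47. The larger rise was thus that of Fkbp6 by RT-qPCR and that of Dazl in the RNA-seq.

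Array log2 fold changes in TKO were computed from the paper's Dataset 1, with the paper's error as the pooled SD of its arrays. That SD came from only 3 TKO-2i and 2 TKO-serum arrays and leaves out the error of the RNA-seq. For Dnmt3l the log2 fold change was -3.31 and the paper's -2.75, for Lamb1 -3.15 and the paper's -2.28, for Hoxc13 1.47 and the paper's 2.08, and for Stat3 0.31 and the paper's 0.57. For Hoxc11 the log2 fold change was 5.15 and the paper's 0.06, for Chd5 -1.05 and the paper's 0.01, and for Pax2 -1.79 and the paper's 0.06. None of the alternatives set before the data were examined that could test these 7 genes closed the gap. Over genes with a mean CPM of at least 1, array log2 fold changes had a slope of 0.687 on those of the RNA-seq. A smaller change on the arrays, as for Dnmt3l and Lamb1, was thus not particular to these genes, whereas Hoxc13 and Stat3 changed more on the arrays. Hoxc11 had a mean of 0.040 CPM in TKO-serum, under the smallest CPM the libraries could show, so the size of its rise is uncertain. It ranged from 0.91 to 5.93 over the alternatives that tested it. For Dnmt1 the log2 fold change was 0.24 and the paper's 0.12, and the values with at least 10 counts in every sample (0.20) and with limma on log2(TPM + 1) (0.17) and log2(TPM + 0.1) (0.18) fell within the paper's error, and the other 12 alternatives did not. For Wnt9a the log2 fold change was -0.78 and the paper's -1.04, and only the fit without TKO-2i replicate 2 (-0.89) fell within the error.

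The paper states that, among the methyltransferase genes, only the Dnmt3l transcript was downregulated in TKO cells in 2i. In the RNA-seq libraries the transcripts of the inactivated Dnmt3a and Dnmt3b genes were also lower in TKO-2i, with log2 fold changes of -2.04 and -1.11. The Cell Fate Commitment and Stem Cell Maintenance genes are described as following a similar trend in TKO as in J1. Among the genes that the paper's heatmaps show higher in J1-2i, Gli1 (-2.92), Nkx2-2 (-2.59) and Gbx1 (-1.02) were lower in TKO-2i, and among those shown lower in J1-2i, Cdx2 (4.28), Nr2f2 (2.09) and Hmga2 (1.61) were higher (log2 fold changes). The directions are those of the J1 arrays, read from Figure S7, so this does not test the paper's TKO arrays. Nkx2-2 had 0.053 CPM in TKO-2i, under the smallest CPM the libraries could show. Nr2f2 had 0.177 CPM in TKO-serum (standard error of its log2 fold change 0.42), so the sizes of both changes are uncertain.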

Other observations

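The tests of the methyltransferase transcripts were chosen only after their values were seen.

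The inactivated genes were still transcribed in TKO cells. Dnmt1 (chromosome 9 of GRCm38, 20907209 to 20959888) had 129.1 ± 0.491 CPM (SD, n = 3) in TKO-serum and 152.8 ± 2.85 CPM in TKO-2i. Dnmt3a (chromosome 12, 3806007 to 3914443) had 30.1 ± 0.659 CPM in TKO-serum and 7.32 ± 0.163 CPM in TKO-2i, and Dnmt3b (chromosome 2, 153649450 to 153687730) had 43.1 ± 0.850 CPM and 20.0 ± 0.881 CPM. The log2 fold changes were 0.24, -2.04 and -1.11, with adjusted p-values of 0.0022, 6.3e-08 and 7.1e-07 from edgeR's quasi-likelihood test, and the 3 samples of each condition did not overlap for any of these genes. The rise of Dnmt1 did not pass the threshold with limma on log2(TPM + 1) or log2(TPM + 0.1) (0.17 and 0.18, adjusted p = 0.12 with both), and its transcript with the highest TPM in serum had a log2 ratio of 0.05. Whether the targeted exons are missing cannot be read from values per transcript, so the level of these genes does not check the labels. A shift between transcripts of one gene did not account for the falls, since the transcript with the highest TPM in serum also fell, by a log2 ratio of -2.73 for Dnmt3a and -1.38 for Dnmt3b, and all 4 Dnmt3a and all 5 Dnmt3b transcripts with a TPM of at least 1 in serum were lower in TKO-2i. Under that TPM, a Dnmt3a transcript of 9685 nt was higher in each TKO-2i replicate (0.1742, 0.2416 and 0.1605 TPM) than in any TKO-serum replicate (0.1184, 0.0844 and 0.1289 TPM). A hypothesis is that 2i represses the promoters of both genes whether or not they encode a working enzyme (-1.38 for the smaller fall). RNA stability was not tested, so repression and faster decay cannot be told apart. Dnmt3l fell from 634.5 ± 15.8 to 64.2 ± 5.31 CPM, and Prdm14 rose from 22.9 ± 1.52 to 55.5 ± 2.16 CPM. Uhrf1, which the paper follows as a protein, rose from 489.6 ± 9.03 to 958.9 ± 43.4 CPM.

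As a test of the labels, targets of the inhibited pathways that the paper does not discuss were listed before their values were seen. The 11 listed targets of ERK signalling had a median log2 fold change of -1.03 in TKO-2i, and of 10000 random lists matched on mean expression 0 had a median as low. Dusp4 (-3.23), Dusp6 (-2.92) and Egr1 (-2.48) fell most, while Etv4 rose (0.49) and Spred2 did not change (0.05, adjusted p = 0.54). Of 9 listed beta-catenin targets, 8 could be tested, with a median of 0.54, and 241 of the 10000 random lists had a median as high. Sp5 (3.77), Axin2 (3.37) and Rnf43 (2.67) rose, Nkd1 (0.04) and Notum (0.05) did not change, and Lef1 fell (-1.09). Both medians lay on the side that PD0325901 and CHIR99021 predict, and that of the ERK targets (-1.03) goes with the labels. Axin2, Rnf43, Notum, Znrf3 and Tcf7, and the ERK targets Etv4 and Spred2, lie on chromosome 11, whose genes had a median of 0.26. The random lists were not matched on chromosome. Of the tested beta-catenin targets on other chromosomes, Sp5 rose, Nkd1 did not change and Lef1 fell. The median of the beta-catenin targets is therefore weak evidence for the labels, though Axin2 and Rnf43 rose far beyond 0.26. Cdx1 (7.85), the largest rise of all genes that were named by rule, and Cdx2 (4.28) and Eomes (2.81) also rose.

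The paper's microarray claims for TKO cells have these counterparts in the RNA-seq libraries. Of 30 tested Cell Fate Commitment genes shown higher in J1-2i in Figure S7, 24 were higher in TKO-2i, 19 of them at an adjusted p-value under 0.05, and 6 were lower at that threshold. Of 52 tested genes of the same term shown lower, 46 were lower in TKO-2i, 39 of them at that threshold, and 3 were higher at that threshold. Of 32 Stem Cell Maintenance genes shown higher, 28 were higher, 24 of them at that threshold, and 2, Sox2 (-0.41) and Nodal (-0.19), were lower at it. Of 15 shown lower, 11 were lower, all 11 at that threshold, and 2, Cdx2 and Hmga2, were higher at it. These counts changed with the replicate block. Among the Stem Cell Maintenance genes shown higher, Dicer1 (-0.22) and Tet1 (-0.43) then also passed as lower, and Ldb1 and Kat6a as higher. Among those shown lower, Rtf1 passed as higher. Of the Cell Fate Commitment genes, Prkdc then passed as higher and Pou2f1 as lower. The medians of the lists were 0.74, -1.36, 0.49 and -1.66. For the lists shown higher, 0 of 10000 random lists matched on mean expression had a median as high, and for those shown lower, 0 had one as low. Across 830 genes in the rows of Dataset 1 that were used, array and RNA-seq log2 fold changes in TKO correlated with a Pearson's r of 0.670 and a Spearman's rho of 0.688, genes not being independent replicates. Of 172 of these genes that changed at least 2-fold in the RNA-seq, 155 had the same sign on the arrays. Among genes of the Prdm14 overexpression experiment, Dmgdh (5.84) and Eomes (2.81) were higher, and Pax6 (-2.46) and Fgf15 (-3.50) were lower, in TKO-2i, and Lefty2 did not differ at the threshold (-0.03, adjusted p = 0.64 from edgeR's quasi-likelihood test). Sfrp1 rose (0.88) and Lin28a fell (-1.66), the genes followed in the inhibitor titration. Tet2 rose (0.42, adjusted p = 0.017 from the same test), though it did not pass the threshold with limma on either TPM scale or without TKO-serum replicate 1. Tet1 did not pass the threshold in the fit without a block (-0.40, adjusted p = 0.071) and passed it with the replicate block (-0.43, adjusted p = 0.0017), with 480.3 ± 134.5 CPM in TKO-2i, the replicates of which spread more than those of TKO-serum.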
